# HDAC Inhibitor Titration of Transcription and Axolotl Tail Regeneration

**DOI:** 10.3389/fcell.2021.767377

**Published:** 2021-12-31

**Authors:** S. Randal Voss, Jeramiah J. Smith, Raissa F. Cecil, Mirindi Kabangu, Timothy J. Duerr, James R. Monaghan, Nataliya Timoshevskaya, Larissa V. Ponomareva, Jon S. Thorson, Alan Veliz-Cuba, David Murrugarra

**Keywords:** HDAC, axolotl (*Ambystoma mexicanum*), regeneration, romidepsin, transcription, single nuclei RNA-seq, CRISPR-Cas9

## Abstract

New patterns of gene expression are enacted and regulated during tissue regeneration. Histone deacetylases (HDACs) regulate gene expression by removing acetylated lysine residues from histones and proteins that function directly or indirectly in transcriptional regulation. Previously we showed that romidepsin, an FDA-approved HDAC inhibitor, potently blocks axolotl embryo tail regeneration by altering initial transcriptional responses to injury. Here, we report on the concentration-dependent effect of romidepsin on transcription and regeneration outcome, introducing an experimental and conceptual framework for investigating small molecule mechanisms of action. A range of romidepsin concentrations (0–10 μM) were administered from 0 to 6 or 0 to 12 h post amputation (HPA) and distal tail tip tissue was collected for gene expression analysis. Above a threshold concentration, romidepsin potently inhibited regeneration. Sigmoidal and biphasic transcription response curve modeling identified genes with inflection points aligning to the threshold concentration defining regenerative failure verses success. Regeneration inhibitory concentrations of romidepsin increased and decreased the expression of key genes. Genes that associate with oxidative stress, negative regulation of cell signaling, negative regulation of cell cycle progression, and cellular differentiation were increased, while genes that are typically up-regulated during appendage regeneration were decreased, including genes expressed by fibroblast-like progenitor cells. Using single-nuclei RNA-Seq at 6 HPA, we found that key genes were altered by romidepin in the same direction across multiple cell types. Our results implicate HDAC activity as a transcriptional mechanism that operates across cell types to regulate the alternative expression of genes that associate with regenerative success versus failure outcomes.

## Introduction

Transcription differs within and between cell types and varies in response to extrinsic and intrinsic cues, such as when cells are challenged by pathogens or when cells respond to signaling molecules during development. Analyses of transcription can therefore reveal the identities and phenotypes of cells, and how genes function and interact to regulate biological processes. It is standard to perturb gene and protein functions and then use transcriptional analysis to identify key changes in molecular and cellular states that are informative for understanding biological mechanisms. For example, gene knock-out and knock-in technologies can be used to decrease or increase the expression of specific transcription factors to identify downstream target genes and the composition of gene regulatory networks (Schenone et al., 2013; Varshney et al., 2015). Alternatively, small molecules can be used to specifically alter the activities of regulatory proteins to interrogate mechanisms of transcriptional regulation (Yeh and Crews, 2003; Arrowsmith et al., 2012).

Amphibians like the laboratory axolotl (*Ambystoma mexicanum*) are capable of regenerating whole organs in aquatic environments that facilitate rapid screening of small molecules (Ponomareva et al., 2015). To advance regeneration research, we evaluate here an experimental approach to detail chemical effects on transcription and regeneration. Regeneration requires numerous changes in gene expression from the moment of injury to the time a tissue is completely repaired. Each gene thus provides a transcriptional biomarker that can be used to detail a chemical’s effect on tissue regeneration. A transcriptomic approach is potentially made more powerful by conceptualizing regeneration as a discrete trait, with definable regenerative failure vs regenerative success outcomes. We propose that for some chemicals there is a critical concentration; above and below this threshold, regeneration will either fail or succeed. Thus, by quantifying transcription at concentrations that span a chemical’s critical threshold concentration, it might be possible to identify quantitative changes in key genes that determine regeneration outcome, and through subsequent experimental, computational and bioinformatic approaches, associate these quantitative changes to biological processes and properties of cell populations. We evaluate this approach using romidepsin (Ueda et al., 1994; Yang et al., 2011), an FDA approved histone deacetylase inhibitor that potently inhibits axolotl embryo tail regeneration. Application of this approach to additional chemicals offers potential to develop rich information resources that can be used to characterize and model chemical effects and gene interactions on tissue regeneration, identify promising chemical tools for regenerative biology, and identify chemical and biological mechanisms of action.

## Materials and Methods

### Animal Procedures

Non-feeding embryos used in this study were treated according to the same ethical standards that apply to feeding axolotls under University of Kentucky IACUC protocol 2017-2580. Embryos (RRID:AGSC_100E, AGSC_101E, AGSC_102E) were obtained from the Ambystoma Genetic Stock Center (RRID:SCR_006372) and all experiments were performed using axolotl rearing water (ARW: 1.75 g NaCl, 100 mg MgSO4, 50 mg CaCl2, and 25 mg KCl per liter, buffered with NaHCO_3_ to pH 7.3–7.5) in a room maintained at 17–18°C.

### Romidepsin Dosing Experiments

Developmental stage 42 (Bordzilovskaya et al., 1989) axolotl embryos were manually hatched by removing the egg jelly and membrane, anesthetized in 0.02% benzocaine, and tail amputations were performed with a sterile razor blade to remove 2 mm (∼20% of the body length) of the distal tail tip. Axolotl embryos were then distributed into 12-well microtiter plates containing romidepsin or axolotl rearing water (ARW) with DMSO. Romidepsin (Selleckchem, Cat. No. S3020) was dissolved in DMSO and diluted to a stock concentration of 10 mM. The romidepsin stock solution was subsequently diluted to a range of concentrations (0, 0.05, 0.1, 0.5, 1.0, 5.0, and 10.0 μM) and 2 replicates of 3-6 embryos were treated for 6 or 12 h per concentration, and embryos were imaged at 6 days post-amputation (DPA) using an Olympus dissecting microscope with ×0.5 objective lens and DP400 camera. These initial concentration experiments were performed to identify the critical concentration, above and below which regeneration succeeds or fails. Distal tail shape was used to classify concentrations as inhibitory or having no effect on tail regeneration at 6 DPA (Voss et al., 2019).

### Romidepsin Treatment and Transcription

Embryos were administered tail amputations and treated with the same range of concentrations of romidepsin (0, 0.05, 0.1, 0.5, 1.0, 5.0, and 10 μM) as described above, for 6 and 12 h post amputation (HPA). One mm of distal tail tip tissue was collected from each embryo within a replicate and pooled for RNA isolation using Trizol followed by Qiagen miniprep. Overall, 60 samples were processed. Four replicates (12 embryos each) were performed for each romidepsin concentration and treatment time; three replicates were performed for the control sample at the time of amputation. A total of 100 genes (Supplementary Table S1) were selected from previous studies of axolotl embryo tail regeneration (Ponomareva et al., 2015; Voss et al., 2019) to develop a Nanostring probeset for quantifying transcript number. Most of these genes (N = 72) were shown previously to be differentially expressed in response to romidepsin treatment (Voss et al., 2019). RNA samples were processed by the University of Kentucky Healthcare Genomics Core. Transcript data were normalized using nSolver software and mRNA count data from low, moderate, and highly expressed genes that presented low coefficients of variation for transcript number across treatments. The Nanostring probesets are presented in Supplementary Table S1, the normalized transcript count data in Supplementary Table S2, and Benjamini and Hochberg (1995) corrected *p*-values (considered significant if < 0.1) are presented in Supplementary Table S3.

### Computational Modeling of Romidepsin Transcriptional Dose Responses

Transcript abundance estimates across romidepsin concentrations yielded response curves for all 100 genes at 6 and 12 HPA. Non-linear modeling Was performed to identify genes with sigmoidal or biphasic response Curves. The sigmoidal model

$$\left(a+\left(b-a\right)\right)/\left(1+e^{\left(-k\left(x-th\right)\right)}\right)$$

used four parameters: the minimum transcript number **(a)**, the maximum transcript number **(b)**, the concentration of romidepsin that yielded a transcript abundance halfway between concentrations that defined minimum and maximum transcription outputs **(th)**, and a parameter controlling the slope **(k)**. The biphasic model used the product (and the sum) of two sigmoidal functions. Two types of errors were considered in classifying genes into these categories: 1) the least square error and 2) the least square error divided by the range (maximum response–minimum response). Response curves with scaled errors less than 0.4 were classified as sigmoidal. Genes that did not meet the sigmoidal error criteria but presented response curves with scaled errors less than 0.4 were classified as biphasic. The modeling results are presented in Supplementary Table S5.

### Genetic and Chemical Inhibition of Hyaluronic Synthase 2

The functional role of *Has2* in axolotl embryo tail regeneration was evaluated by CRISPR-Cas9 gene editing and chemical inhibition using calcitriol. First, tw guide RNAs (TGG​CTA​CCA​ATT​CAT​CCA​GA; GCT​CGT​CCT​CTC​CAA​CAA​GT) were designed against *Has2* protein-coding sequence and two target-specific Alt-R crRNAs and common Alt-R tracrRNA were synthesized by Integrated DNA Technologies (Amex_G.v6 genome assembly HAS2|AMEX60DD301040413.1). Alt-R–Cas9 Ribonucleoprotein complexes for both guide RNAs were prepared and injected into 1-cell stage axolotl embryos as described previously (Trofka et al., 2021). Thirty-two injected and 10 non-injected control embryos were reared to developmental stage 42 and tail tips were amputated as described above. Tail tips from 6 injected embryos were used to test for CRISPR-Cas9 gene editing by DNA isolation (Monarch Genomic DNA Isolation Kit), PCR (Forward Primer: 5-AAA​TAG​TCT​GGC​AGA​TTC​CAA​TTC-3; Reverse Primer: 5-CAT​TCA​TGA​ACA​GAC​TGA​AAG​GAG-3) and DNA sequencing (Eurofins). PCR was performed usin 34 cycles (95°C 45 s, 60°C 45 s, and 72°C 30 s) and an Applied Biosystems Veriti 96-well thermocycler. PCR products were prepared for sequencing using Exo-Cip (New England Biolabs). At 7 DPA, the amount of tail tip tissue regenerated was quantified from images obtained using the Olympus microscope and camera described above, using the polyline tool in the Olympus cellSens standard 1.5 imaging software program to outline the area of the tail between the amputation plane and distal tail tip. Second, tail tips of developmental stage 42 embryos were amputated, and embryos were treated with *Has2* inhibitor calcitriol (Narvaez et al., 2020), the active form of vitamin D. Calcitriol was purchased from Selleckchem.com and diluted to 10 mM using DMSO. Four embryos (per each concentration tested) were treated using 0.0, 0.1, 0.25, 0.5, 0.75, and 1.0 μM and reared to 7 DPA for imaging of the amount of tissue regenerated. The amount of tissue regenerated was quantified as described above.

### Whole Mount Version 3 Hybridization Chain Reaction Fluorescent *In Situ* Hybridization

The protocol outlined below is based off protocols provided by Molecular Instruments. Tissues were collected and fixed in 4% PFA overnight at 4°C. The following day, the tissues were washed three times for 5 min at room temperature with PBST (1X PBS with 0.1% Tween-20). The tissues were dehydrated in an increasing methanol series (25% MeOH/75% PBST, 50% MeOH/50% PBST, 75% MeOH/25% PBST) on ice for 5 min at each step and placed in 100% MeOH at −20°C overnight. At this point, the tissue could be left at −20°C indefinitely. Tissues were rehydrated in a decreasing methanol series (75% MeOH/25% PBST, 50% MeOH/50% PBST, 25% MeOH/75% PBST) on ice for 5 min at each step and washed in PBST for 5 min at room temperature. To remove pigments, samples were bleached in 3% H_2_O_2_ (made in 0.8% KOH) for an hour at room temperature. Samples were next washed in PBST three times for 5 min at room temperature. Tissues were washed in pre-warmed hybridization solution (Molecular Instruments, https://www.molecularinstruments.com) for 5 min at 37°C. This hybridization solution was replaced with fresh, pre-warmed hybridization, and samples were incubated at 37°C for 30 min. Probe solution was made by diluting 1 µM probe stock 1:200 in hybridization solution. Probe sequences are provided in Supplementary Table S4. The probe solution was then applied to the samples and incubated at 37°C overnight. The next day, the samples were washed four times for 15 min with pre-warmed probe wash (Molecular Instruments) at 37°C. Samples were next washed t in 5X SSCT (5X SSC with 0.% Tween-20) for 5 min at room temperature. Following these washes, samples were incubated in amplification buffer (Molecular Instruments) for 30 min at room temperature. As samples are incubating in amplification buffer, fluorescent hairpins (Molecular Instruments) were incubated at 95°C for 90 s, then left to return to room temperature for minimally 30 min. Hairpins were diluted 1:50 in amplification buffer, and this hairpin solution was applied to the samples and incubated at room temperature overnight. The next day, samples were washed twice with 5X SSCT at room temperature for 30 min each. For imaging with light sheet fluorescence microscopy, samples were mounted in 1.5% low melt agarose in a capillary tube. Agarose containing the samples were briefly washed in ×1 P for 10 min, then placed in Easy Index (Life Canvas Tech) overnight at 4°C. Samples were imaged at ×5 , and maximum intensity projections were used for display within the figures and quantification.

### V3 HCR-FISH Image Analysis

For quantification of V3 HCR FISH fluorescence intensity, we used custom FIJI (Schindelin et al., 2012) macros to measure the raw integrated density in 1 µm wide boxes along the AP axis of injured and uninjured tails as described previously (Duerr et al., 2021). Briefly, the tails were rotated such that the most posterior tip pointed to the right. Next, the tail outline was segmented, and the tip of the injured or uninjured tail was marked with a point. A 1 µm wide box that extended to the dorsal and ventral fins was then created anterior to this point, and the raw integrated density was measured within this box and in boxes extending 500 µm from the posterior tip. The raw integrated density was normalized to the area within the boxes and plotted to observe differences in intensity between injured and uninjured tails.

### Single Nuclei RNA-Seq

To map transcripts to axolotl cell types, single-nuclei RNA-Seq was performed. Embryos were administered 2 mm distal tail amputations and either treated in ARW (N = 100) or 10 μM romidepsin (N = 100). At 6 HPA, 1 mm of distal tail tip tissue was collected and pooled for nuclei isolation and ×10 single nuclei RNA-Seq. Nuclei isolation, library preparation, and next generation sequencing were performed by Singulomics. The resulting data were mapped to an axolotl transcript assembly as described previously (Rodgers et al., 2020), analyzed using Cell Ranger, and visualized using ×10 visualization software (Loupe version 5.0). Default graph-based clustering was used to identify distinct clusters of cells and enriched genes were used to manually identify and differentiate among cell types. The single nuclei RNA-Seq data were submitted to NCBI Gene Expression Omnibus for public release upon publication.

## Results

### A Critical Romidepsin Dose Defines Regenerative Outcome

In previous experiments, we showed that 10 μM romidepsin, applied for 1-min post-amputation or longer, inhibits axolotl embryo tail regeneration at 6 DPA (Voss et al., 2019). We therefore treated embryos with lower concentrations of romidepsin to identify a critical concentration that reproducibly defined alternative regeneration success versus failure outcomes. Embryos that were treated continuously for 6 and 12 HPA with ≤0.05 μM romidepsin fully regenerated their tails while embryos treated with ≥0.5 μM romidepsin presented blunt-shaped tails consistent with a non-regenerative outcome (Figure 1). Thus, the critical concentration for regenerative success and failure outcomes was defined as ≥ 0.05 and ≤0.5 μM romidepsin. We note that if embryos are treated for only 1 min post amputation, the critical concentration defining alternative regeneration outcome is higher (≥0.5 and ≤1.0). Thus, the critical concentration for romidepsin and likely other chemicals, depends upon both concentration and dosage time.

**FIGURE 1:**
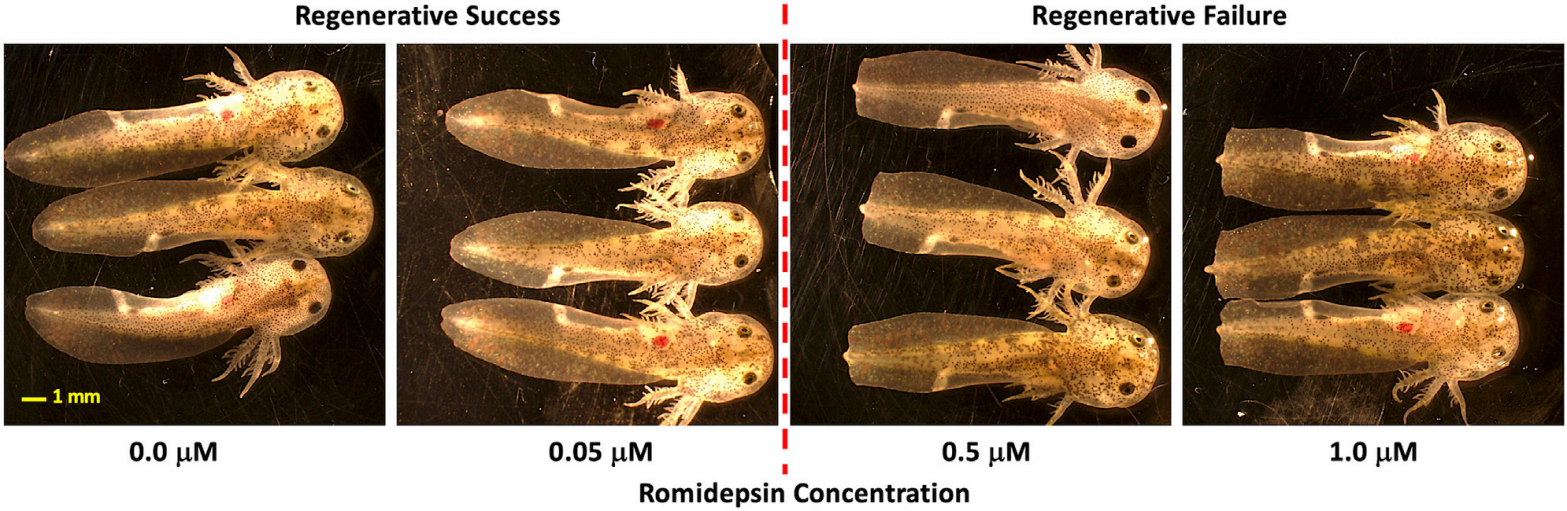
Concentration dependent effect of romidepsin on tail regeneration. Embryos that were treated continuously for 6 and 12 HPA with ≤0.05 μm romidepsin fully regenerated their tails while embryos treated with ≥0.5 μm romidepsin presented blunt-shaped tails (a non-regenerative outcome).

### Repeatability of the Effect of Romidepsin on Transcription

We next performed a transcriptional analysis of 100 genes across a range of romidepsin concentrations (0, 0.1, 0.05, 0.5, 1.0, 5.0, 10.0 μM). Seventy-two of the genes in this set (Supplementary Table S3) were previously shown by microarray analysis to be differentially expressed (i.e., significantly different when comparing romidepsin treated and untreated embryos) at either 6 or 12 HPA in response to 10 μM romidepsin (Voss et al., 2019). Of these 72, 53 were identified in this study as differentially expressed at either 6 or 12 HPA in response to 10 μM romidepsin. For the remaining19 genes, all but 5 yielded a significant *p*-value for one or more of the <10 μM romidepsin concentrations that were tested in this study. Overall, these results show that romidepsin provides a reproducible chemical tool for investigating transcription.

We next examined transcript abundances as a function of romidepsin concentration. We sought to identify transcript response curves that changed prior to and within the critical concentration of romidepsin that determined regenerative outcome. Concentration-response relationships typically follow a monotonic sigmoidal function although more complicated, biphasic functions are also possible (Calabrese, 2013). Thus, we performed non-linear modeling to identify genes with sigmoidal or biphasic response curves (Supplementary Table S5). Non-linear changes in transcript abundance were observed, with some genes presenting significantly lower transcript abundances at regeneration inhibitory versus permissive concentrations of romidepsin, and others showing the opposite pattern (Figure 2). Previously, the expression of *Cited2* and *Cbx4* was shown to be significantly up-regulated by 10 μM romidepsin and *Has2* and *Lep* were shown to be significantly down-regulated (Voss et al., 2019). *Lep* and *Has2* are expressed in fibroblast-like progenitor cells (Leigh et al., 2018; Rogers et al., 2020) and therefore might be required for regeneration while *Cited2* is up-regulated under conditions of cellular stress and regenerative failure (Baddar et al., 2021). Here, by varying romidepsin concentration, we show that transcriptional output at these and other loci is concentration dependent. *Cbx4* and *Cited2* presented monotonically increasing transcriptional responses while *Has2* and *Lep* presented monotonically decreasing responses. Overall, 90 of 100 genes were classified as biphasic or sigmoidal at either 6 or 12 HPA, and 38 transcription response curves had inflexion points between 0.05 and 0.5 μM romidepsin (Supplementary Table S5). Transcriptional output for the majority of genes targeted in this study was dose-dependently affected by romidepsin and presumably, quantitative changes in HDAC activity.

**FIGURE 2:**
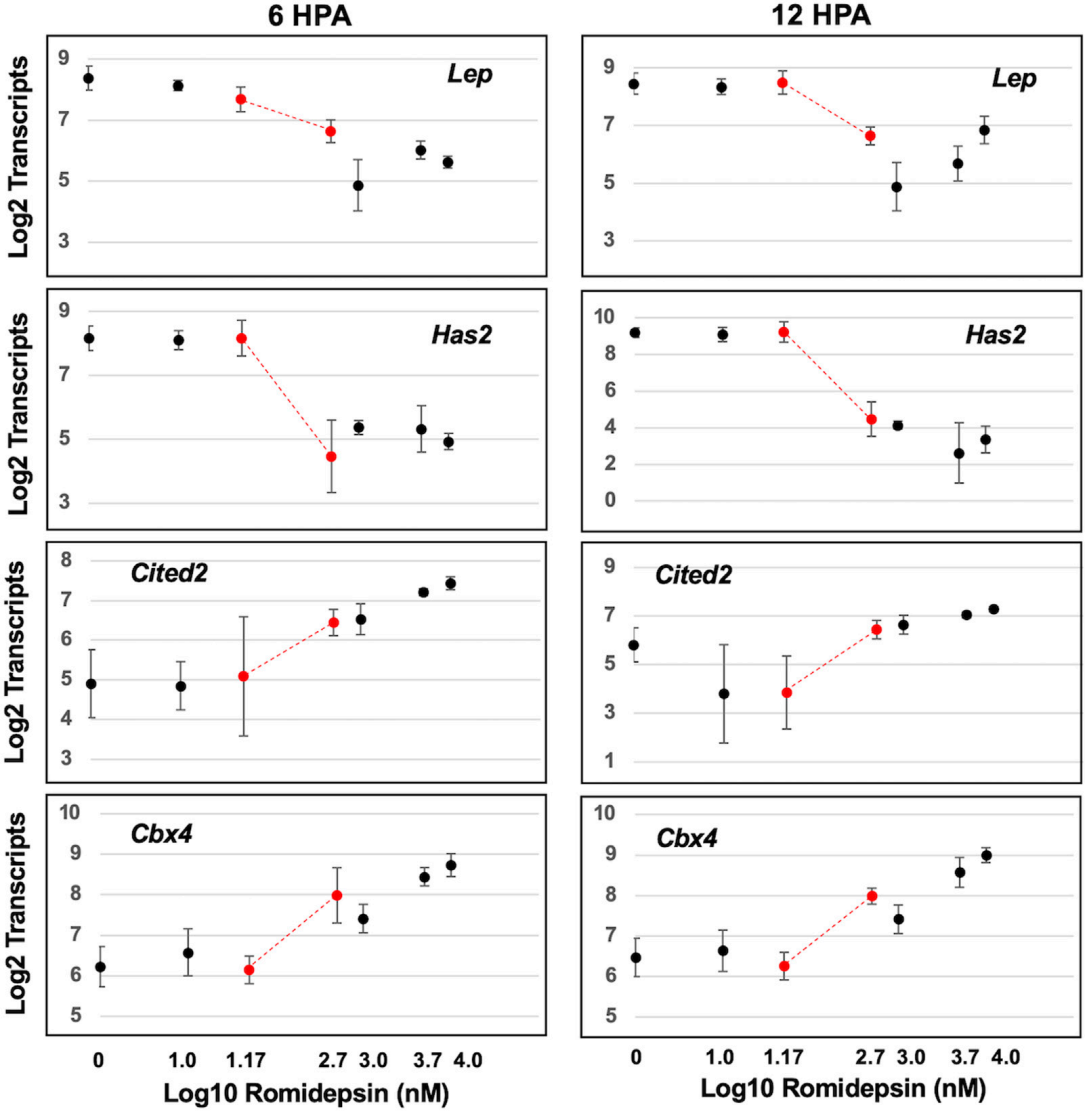
Concentration dependent effect of romidepsin on transcription. Examples of four genes that were classified as exhibiting sigmoidal transcript response curves. *Has2 and Lep* transcripts decreased within increasing romidepsin concentration. *Cited2* and *Cbx4* transcripts increased with increasing romidepsin concentration. The red dots correspond to romidepsin concentrations that were associated with regenerative (0.05 μM) and non-regenerative outcomes (0.5 μM).

### Functional Analysis of Has2

Several of the genes that were identified as romidepsin-dose dependent have previously been identified as differentially expressed in axolotl tissue regeneration studies, but none of the genes have been tested functionally. To assess function, we focused on *Has2,* as hyaluronan synthesis is required for zebrafish fin (Ouyang et al., 2017) and Xenopus tail regeneration (Contreras et al., 2009). *Has2* is expressed by blastema-like progenitor cells in the regenerating axolotl limb (Leigh et al., 2018; Rodgers et al., 2020) and we similarly observed an increase in *Has2* expression along the amputation plane where the tail blastema forms during regeneration (Figure 3A). To determine if *Has2* is also required for axolotl tail regeneration, we knocked down *Has2* using genetic and pharmaceutical approaches. First, we performed CRISPR-Cas9 injections, injecting two gRNAs for *Has2* coding sequence into 1-cell stage embryos. The resulting embryos were reared to developmental stage 42 and tail tips were amputated. During regeneration, all but two injected embryos (N = 32) presented pericardial edema, enlarged irregularly beating hearts, and little to no peripheral vasculature; similar phenotypes were described previously for *Has2* knock-out mice (Camenisch et al., 2000). A sample of embryos (N = 6) presenting edema and vascular defects were confirmed to have *Has2* genome edited alleles (Supplementary Figure S1). Interestingly, *Has2* embryos regenerated tail tissue, but the overall amount was significantly less than observed for non-injected embryos (Figure 3B). To complement the genetic knock-down approach, a separate group of embryos were reared to developmental stage 42, tail tips were amputated, and embryos were administered different concentrations of calcitriol, an inhibitor of *Has2* expression (Narvaez et al., 2020). Calcitriol, the active form of vitamin D, increases calcium uptake and we observed a milky white substance in the gill tips and epithelia of treated embryos. At 7 DPA, calcitriol treated embryos regenerated significantly less tissue than controls (Figure 3C). These results suggest a requirement for *Has2* in axolotl tail regeneration, although additional studies are needed to determine if the approaches used to knock-down *Has2* function affected regeneration directly or indirectly.

**FIGURE 3:**
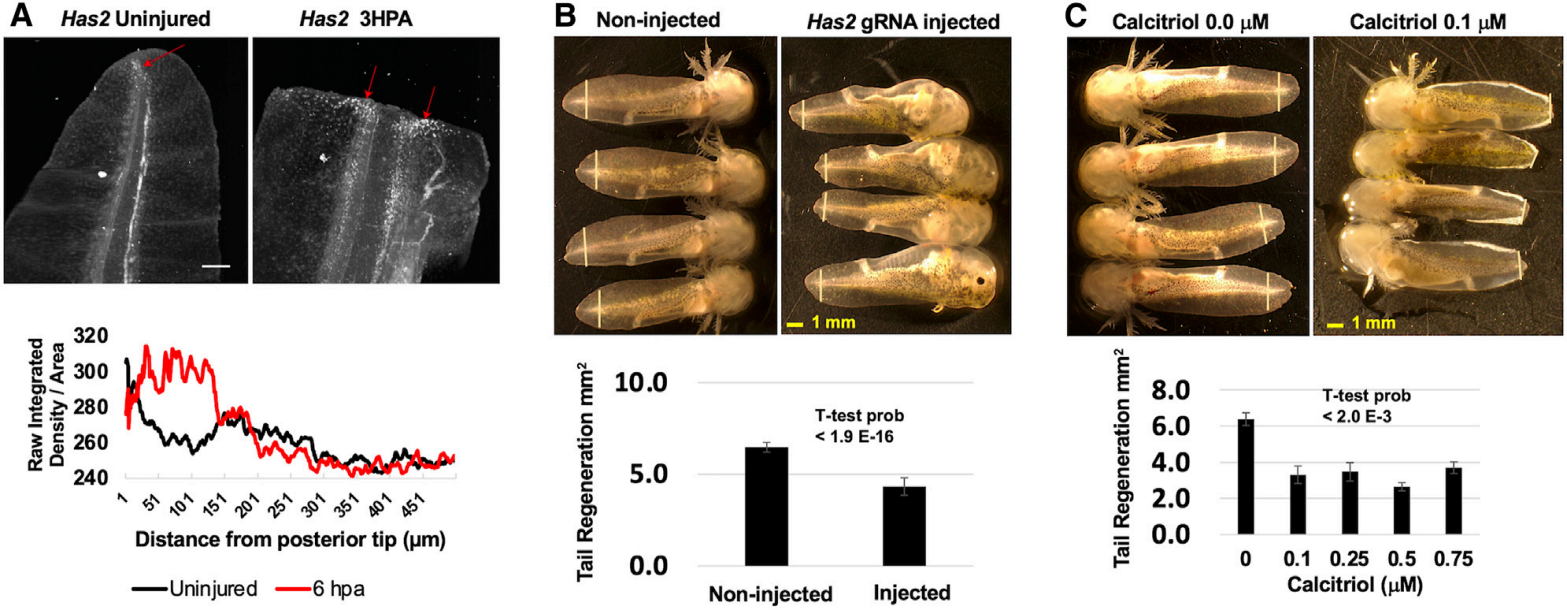
Functional analysis of *Has2*. **(A)** *Has2* expression increased after tail amputation and was highest near the middle of the tail and at the amputation plane where the blastema subsequently forms. The red arrows indicate *Has2* positive cells and the scale bar is 250 μm. **(B)** CRISPR-Cas9 and gRNAs targeting *Has2* were injected into embryos. Injected and non-injected embryos were reared to developmental stage 42 and tails were amputated. Injected embryos presented enlarged hearts, edema, and little to know vasculature. At 7 DPA, on-injected embryos regenerated significantly more tail tissue than injected embryos. The yellow vertical lines indicate the plane of amputation. **(C)** Developmental stage 42 embryos were administered DMSO or hyaluronan synthase inhibitor calcitriol after tail amputation. Calcitriol-treated embryos presented white patches on their gills and tail fins. At 7 DPA, DMSO-treated embryos regenerated significantly more tail tissue than calcitriol-treated embryos. The yellow vertical lines indicate the plane of amputation.

### Single-Nuclei Analysis of Distal Tail Cells at 6 HPA

To investigate properties of romidepsin-moderated genes at the cellular level, we performed RNA-Seq of single nuclei isolated from amputated axolotl tail tips at the time of amputation (0 HPA, N = 31,522), and at 6 HPA in 10 μM romidepsin-treated (Rom 6 HPA, N = 56,936) and untreated embryos (Cont 6 HPA, N = 44,735). 

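The 3 libraries held nuclei of pooled embryos, 1 library per condition, so no spread between replicates is known and no test between conditions was made. They were prepared with the 10x Genomics v3 chemistry, in which each captured RNA molecule carries a unique molecular identifier (UMI). The authors mapped the reads to an axolotl transcript assembly and counted UMIs per nucleus and transcript with Cell Ranger, and the deposited counts are not normalized. The sample labels give the later time point as day 6 and the paper gives it as 6 h after amputation, and the paper's time is used here. The deposited matrices held 31522 nuclei with 42537606 UMIs for 0 HPA, 56936 nuclei with 105765943 UMIs for Cont 6 HPA and 44735 nuclei with 58827729 UMIs for Rom 6 HPA. The median nucleus had 1019 UMIs at 0 HPA (quartiles 973 and 1160), 1623 UMIs in Cont 6 HPA (1525 and 1743) and 1079 UMIs in Rom 6 HPA (1022 and 1176). The median nucleus showed 507, 678 and 509 of the 91648 transcript features, in the same order. All deposited nuclei were kept, including possible doublets, and features that carry the same gene symbol were summed. The level of a gene in a library is its sum of UMIs over all nuclei, scaled by the total UMIs of that library (CPM), with an exact Poisson 95% interval. Shares of nuclei are given with exact binomial 95% intervals, and both kinds of interval cover counting error only. Because Cont 6 HPA nuclei were deeper, shares of nuclei with a UMI of a gene are also given after each nucleus was thinned at random to 950 UMIs. Thinning left out the nuclei with fewer UMIs, which were 2800 nuclei of 0 HPA (8.88%), 101 of Cont 6 HPA (0.177%) and 190 of Rom 6 HPA (0.425%).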

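Nuclei of the 3 libraries were clustered together with the Leiden method (resolution 1) on a graph of 15 nearest neighbours in 10 principal components. The components came from 3000 dispersed features, and the genes named in the paper were left out so that they could be compared between clusters. Clustering of all 133193 nuclei gave 14 clusters, the smallest with 31 nuclei. At a resolution of 2, the alternative that moved this number most, there were 23 clusters.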

Considering all data, graph-based clustering identified 29 clusters with >309 nuclei (cells) in each cluster (Figure 4). Using genes that were expressed more highly within individual clusters relative to all other clusters, and Panther gene expression tools (Huaiyu et al., 2019) to identify enriched gene ontologies, cell types were annotated to clusters (Supplementary Table S6). 

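Clusters were called by a cell type only where at least 3 markers from a fixed list were over 2-fold higher than in the other clusters and a marker was among the 10 leading genes. By this rule 5 clusters had a name. They were an epithelial-like cluster of 3696 nuclei, a basal epidermis-like cluster of 2449 nuclei, muscle-like clusters of 2237 and 331 nuclei, and a notochord-like cluster of 38 nuclei. After these clusters had been seen, the 19117 nuclei of the 4 clusters with the deepest nuclei (median 2210 to 3167 UMIs) were clustered again. This gave 15 sub-clusters, of which 13 had a name. The names covered 10 cell types, which were myeloid, muscle, endothelial, epithelial, basal epidermis, ciliated, fibroblast, neural, erythrocyte and notochord. Of the 1073 nuclei in the fibroblast-like sub-cluster, 1035 came from 0 HPA, as did 1507 of 1561 nuclei in an epithelial-like and 816 of 869 in a basal epidermis-like sub-cluster. A cluster mostly of 1 library may be that library and not a type.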

Cell types typical of embryonic tail tissues were identified, including epidermal, epithelial, muscle, fibroblast, notochord, spinal cord, endothelial, erythrocyte, and multiple neural cell types. However, the three largest clusters (1–3, N = 79,533 nuclei) did not present genes that were characteristic of any single differentiated cell type, and thus are likely comprised of multiple cell types. For example, genes identified as enriched in muscle (*Rrad*), erythrocytes (*Visg1, Alas2*), and fibroblasts (*Has2, Lep*) were enriched in cluster 2, while genes associated with the regulation of general biological processes, including transcriptional regulation (*Cbx4, Hoxa1, Egr2, Cited2, Junb*), were enriched in cluster 1. 

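In the clustering used here, 9 of the 14 clusters had no cell type name, and they held 124442 nuclei (93.4%). The 3 largest of them held 62392 nuclei. The best-scoring cell type of each of these 3 clusters had 5 to 7 detected markers, of which 0 were over 2-fold higher than in the other clusters. Each unnamed cluster was set beside cluster 1, 2 or 3 of the paper, according to which cluster's 5 leading genes in Table S6 had the highest mean standardized CPM in it. The resulting groups are called the cluster 1, cluster 2 and cluster 3 groups, and they held 38114, 62019 and 24309 nuclei.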

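Levels in the groups were compared only for genes that did not set them, which leaves out *Rrad*, *Vsig1* and *Egr2*. The cluster 2 group was taken here without 1 cluster of 10735 deeper nuclei, which left 51284. *Has2* had 16.8 CPM (15.9 to 17.7) in the cluster 2 group and 7.33 CPM (6.56 to 8.16) in the cluster 1 group. *Lep* had 7.80 CPM (7.20 to 8.44) in the cluster 2 group and 4.00 CPM (3.44 to 4.62) in the cluster 1 group. The level of *Alas2* differed by less than the counting error between these groups, with 33.5 CPM (32.2 to 34.8) and 33.8 CPM (32.2 to 35.6), and it was 10.9 CPM (9.62 to 12.2) in the cluster 3 group. *Cited2* was higher in the cluster 1 group, with 10.7 CPM (9.76 to 11.7) against 4.51 CPM (4.06 to 5.01). *Junb* had 63.2 CPM (60.9 to 65.6) against 43.2 CPM (41.8 to 44.7). These levels also reflect the mix of libraries in each group. Within Cont 6 HPA nuclei *Junb* had 42.3 CPM in the cluster 1 group and 41.3 CPM in the cluster 2 group, and within Rom 6 HPA nuclei 71.1 and 66.8 CPM, differences smaller than the counting error.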

Samples included in this study differed widely in their relative contribution to clusters 1–3. 

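The Rom 6 HPA library gave 80.8% (80.4 to 81.2) of the nuclei in the cluster 1 group. Of the cluster 2 group, 75.9% (75.6 to 76.3) came from Cont 6 HPA, or 85.5% without its cluster of deeper nuclei, a comparison chosen after seeing the data, and 95.1% (94.8 to 95.3) of the cluster 3 group came from 0 HPA. Seen from the libraries, 68.9% of Rom 6 HPA nuclei fell in the cluster 1 group, 82.7% of Cont 6 HPA nuclei in the cluster 2 group and 73.3% of 0 HPA nuclei in the cluster 3 group. Many features that build these clusters differed in level between the libraries. The clustering was therefore repeated without the features whose CPM differed over 1.5-fold between any 2 libraries. The 3 shares were then 79.3%, 65.0% and 73.9%. When each nucleus was thinned to 950 UMIs before clustering, an alternative chosen after seeing the data, they were 60.4%, 83.9% and 60.0%. This alternative moved the Rom 6 HPA and 0 HPA shares most. With it, 47.2% of Cont 6 HPA nuclei fell in the cluster 2 group and 32.9% in the cluster 1 group, against 12.0% in the cluster 1 group without thinning.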

Considering all cells from clusters 1–3, 93% of cluster 3 cells were sampled by the 0 HPA library, 73% of cluster 2 cells were sampled by the Con 6 HPA library, and 83% of cluster 1 cells were sampled by the Rom 6 HPA library (Figure 5). 

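Over all nuclei, the log2 ratio of the CPM in Rom 6 HPA to that in Cont 6 HPA was 1.80 (1.62 to 1.98) for *Cited2*, 1.78 (1.68 to 1.87) for *Spry1*, 1.62 (1.56 to 1.69) for *G0s2* and 1.22 (1.11 to 1.33) for *Smad7*. Scaling by median of ratios size factors in place of total UMIs moved these ratios most, by −0.07 each. *G0s2* was among the genes that set the groups and was not compared between them. *Spry1* had 35.8 CPM (34.1 to 37.6) in the cluster 1 group and 15.1 CPM (14.3 to 16.0) in the cluster 2 group. *Smad7* had 17.8 CPM (16.6 to 19.0) and 9.87 CPM (9.19 to 10.6), but within Rom 6 HPA nuclei it had 20.4 and 21.2 CPM and within Cont 6 HPA nuclei 10.4 and 8.82 CPM, differences smaller than the counting error.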

We note that several of the genes that were upregulated by romidepsin in the Nanostring experiment (and associated with a non-regenerative outcome) were significantly upregulated in cluster 1 and not cluster 2, including *Cbx4*, *Cited2, Smad7, Spry1, and G0s2*. In contrast, cluster 2 contained regeneration-upregulated genes (*Lep, Has2*) that were down regulated by romidepsin in the Nanostring experiment. These data suggest an injury-associated transition of 0 HPA cluster 3 cells into 6 HPA injury states defined by clusters 1 and 2, with romidepsin driving a higher proportion of cells into a non-regenerative injury state defined by cluster 1.

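*Has2* had 23.2 CPM (22.3 to 24.2) in the Cont 6 HPA library and 4.27 CPM (3.76 to 4.83) in the Rom 6 HPA library, a log2 ratio of Rom 6 HPA to Cont 6 HPA of −2.44 (−2.64 to −2.26). Its level at 0 HPA was 4.61 CPM (3.99 to 5.30). *Lep* had 9.45 CPM (8.88 to 10.1) in Cont 6 HPA and 3.43 CPM (2.98 to 3.94) in Rom 6 HPA, a log2 ratio of −1.46 (−1.69 to −1.24). At 0 HPA only 5 UMIs of *Lep* were counted in the whole library, or 0.118 CPM (0.0382 to 0.274).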

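The levels were then taken by library within each group. In the cluster 1 group, *Cited2* had 3.79 CPM (2.74 to 5.11) in the 6844 nuclei of Cont 6 HPA and 13.1 CPM (11.9 to 14.4) in the 30804 nuclei of Rom 6 HPA. In the cluster 2 group it had 3.78 CPM (3.34 to 4.26) in the 43864 nuclei of Cont 6 HPA and 12.2 CPM (9.74 to 15.0) in the 6362 nuclei of Rom 6 HPA. *Spry1* had 9.79 and 44.9 CPM in the cluster 1 group and 12.3 and 42.3 CPM in the cluster 2 group, in the same order of libraries. *Has2* had 19.7 CPM (17.2 to 22.4) in Cont 6 HPA and 3.26 CPM (2.67 to 3.93) in Rom 6 HPA nuclei of the cluster 1 group. The values in the cluster 2 group were 18.4 CPM (17.4 to 19.4) and 2.55 CPM (1.51 to 4.03). *Lep* had 8.11 and 2.66 CPM in the cluster 1 group and 8.32 and 3.82 CPM in the cluster 2 group. For these 4 genes the difference between the libraries was larger than the counting error in both groups. Between the groups, nuclei of the same library differed by less than the counting error, except for *Spry1* in Cont 6 HPA, where the intervals met only at their ends (8.05 to 11.8 and 11.5 to 13.2). *Krt17*, another gene with no part in the groups, did differ within Rom 6 HPA nuclei, with 16.9 CPM (15.5 to 18.4) in the cluster 1 group and 22.1 CPM (18.8 to 25.8) in the cluster 2 group.

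**Figure D1:**
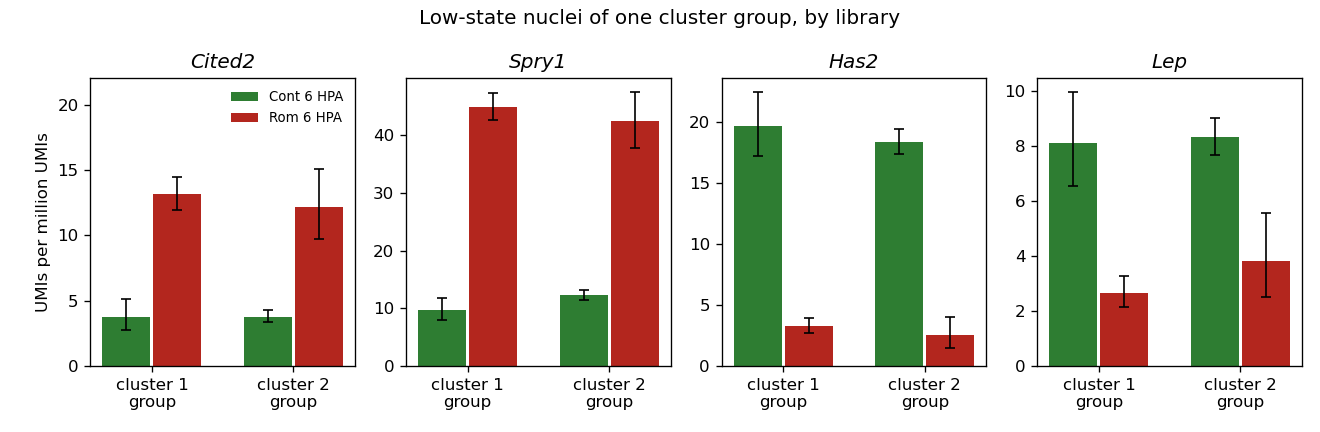
Levels of *Cited2*, *Spry1*, *Has2* and *Lep* in CPM (vertical axis) in nuclei of the cluster 1 and cluster 2 groups, by library, with exact Poisson 95% intervals as error bars. In both groups the Rom 6 HPA bars of *Cited2* (13.1 and 12.2 CPM) lie above the Cont 6 HPA bars, and those of *Has2* (3.26 and 2.55 CPM) lie below them.

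From the share of each library in clusters 1–3 and from the genes higher in clusters 1 and 2, the paper proposes that injury moves cells of cluster 3 into the states of clusters 1 and 2. It proposes that romidepsin drives more cells into the non-regenerative state of cluster 1.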

**FIGURE 4:**
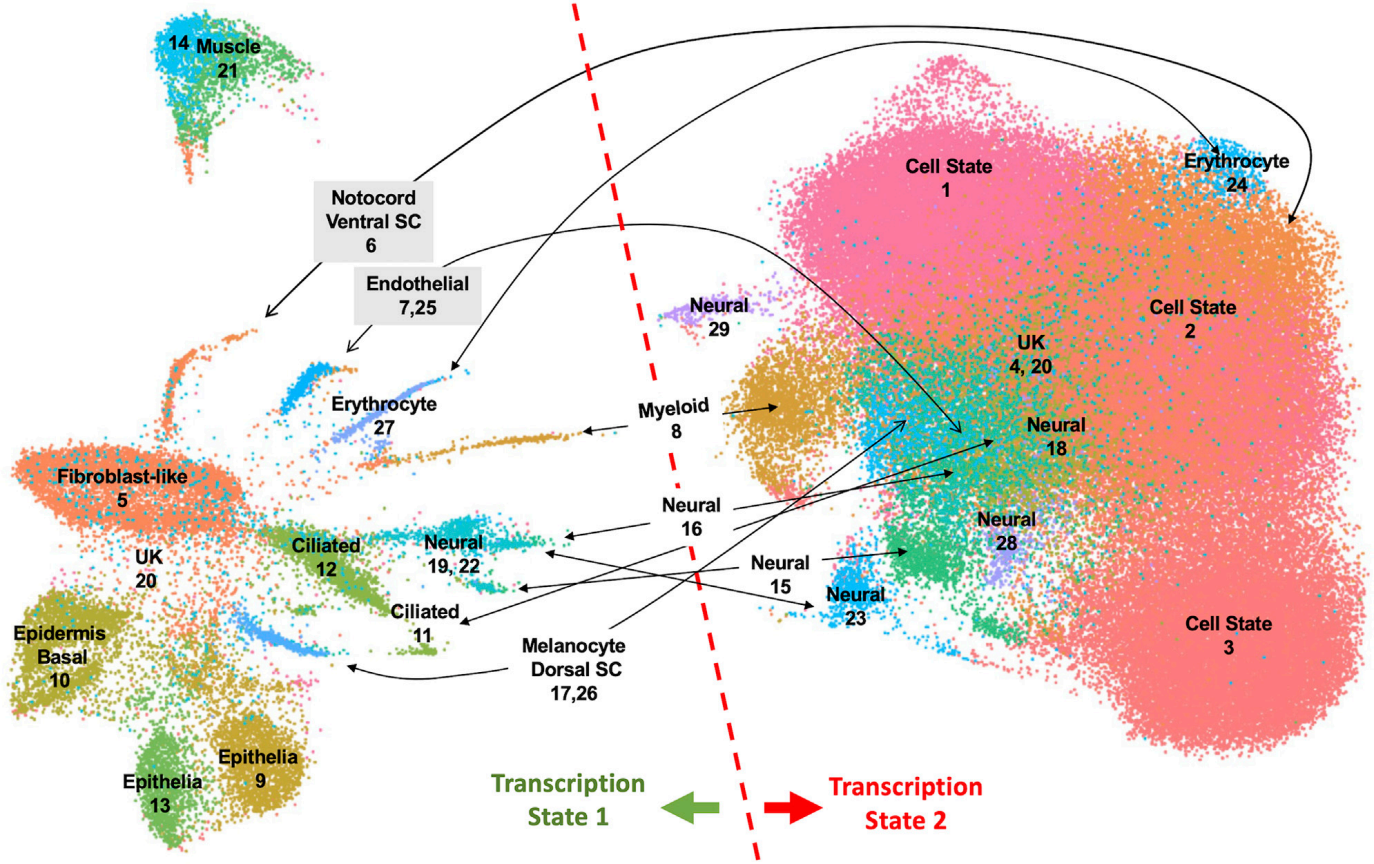
UMAP projection of 133,193 nuclei isolated from axolotl embryo tail tips and characterized by single nuclei RNA-Seq. Twenty-nine clusters were identified from an analysis of nuclei isolated from control 0 HPA, 6 HPA, and romidepsin 6 HPA embryos. Clusters were annotated to cell types when possible. Nuclei in the left half of the UMAP projection expressed repetitive sequence transcripts and chromatin-modifying factors more highly than nuclei in the right half.

**FIGURE 5:**
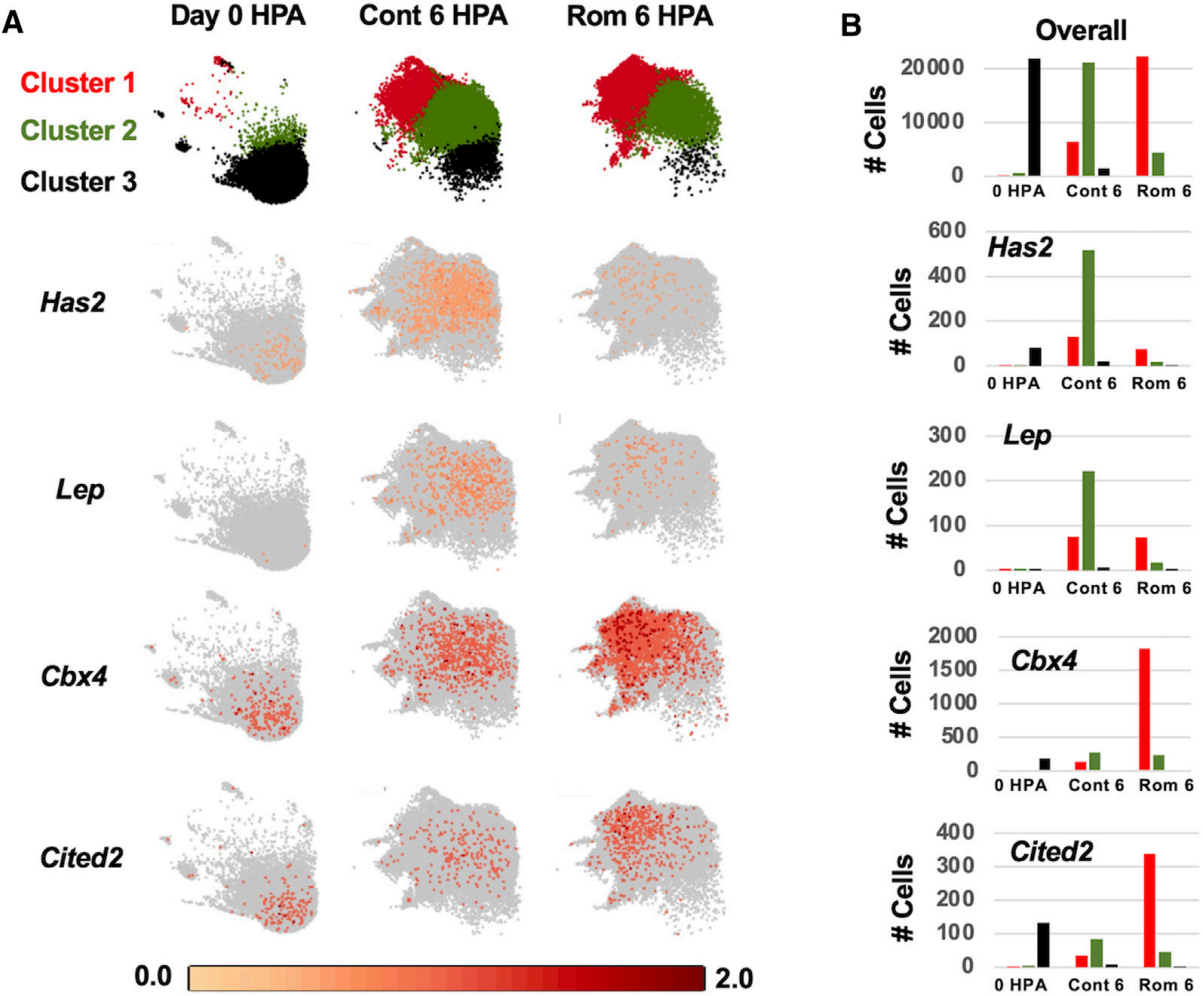
Log_2_ expression of regeneration associated genes among control 0 HPA, control 6 HPA, and romidepsin 6 HPA samples for clusters 1–3. **(A)** At 0 HPA, the majority of cells were observed in cluster 3 (black). At 6 HPA, there were few cluster 3 cells and the proportion of cluster 1 (red) and cluster 2 (green) cells varied between the control and romidepsin-treated samples. *Has2* and *Lep* were expressed more highly in Cont 6 HPA while *Cbx4* and *Cited2* were expressed more highly in Rom 6 HPA. **(B)** Number of cluster 1-3 cells expressing *Has2*, *Lep, Cbx4*, and *Cited2* among samples.

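Of all Cont 6 HPA nuclei, 3.57% (3.41 to 3.72) had a UMI of *Has2*, against 0.603% of 0 HPA and 0.550% of Rom 6 HPA nuclei. Thinned to the same depth, the shares were 1.90% (1.79 to 2.02) for Cont 6 HPA, 0.404% (0.334 to 0.484) for 0 HPA and 0.337% (0.285 to 0.395) for Rom 6 HPA. *Lep* was seen in 1.54% of Cont 6 HPA, 0.416% of Rom 6 HPA and 0.0159% of 0 HPA nuclei, and after thinning in 0.852%, 0.314% and 0.0104%. Free RNA in the droplets can give UMIs in nuclei that do not express a gene, so the share in erythrocyte-like nuclei was taken as background for these genes. The 182 erythrocyte-like nuclei of Cont 6 HPA had a median of 2879 UMIs, and 7.69% of them had a UMI of *Has2*. After thinning it was 5 of 178, or 2.81% (0.918 to 6.43). In the Cont 6 HPA nuclei of the cluster 2 group (median 1601 UMIs) a UMI of *Has2* was seen in 1266 nuclei (2.89%), and after thinning in 1.71% (1.59 to 1.83). This share lies within the interval of the few erythrocyte-like nuclei, so it does not tell expression from free RNA. Of erythrocyte-like nuclei of Cont 6 HPA, 6 of 182 or 3.30% (1.22 to 7.04) had a UMI of *Lep*. After thinning none had, and 0 of 178 allows a share of up to 1.69% by 3 counts and 2.05% by the exact limit. The thinned share of *Lep* in Cont 6 HPA nuclei of the cluster 2 group, 0.828% (0.745 to 0.917), is below these limits. *Cited2* was seen in 1.61% of Rom 6 HPA, 0.655% of Cont 6 HPA and 0.698% of 0 HPA nuclei, and after thinning in 1.21% (1.11 to 1.31), 0.343% (0.297 to 0.395) and 0.519% (0.439 to 0.609). No cell type was taken to lack *Cited2*, so no background is given for it.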

Cells in Clusters 1–3 grouped with cells from other clusters in the right half of the UMAP projection, to the exclusion of cells in clusters of the left half (Figure 4). These two different groups presented alternative transcriptional states defined by the relative expression of repetitive sequence-containing transcripts. Specifically, cells in the left half of the UMAP projection tended to express transcripts with repetitive sequences more highly than cells in the right half. 

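The 14 clusters were split into 2 groups by Ward linkage of their mean positions on the principal components. The group with the higher share of UMIs on the genes of Figure 6 is called the high state and the other the low state. Repeat transcripts were taken as the 740 features whose names hold a word for a transposable element or repeat. They made up 0.477% of UMIs in the high state and 0.148% in the low state at 0 HPA, a ratio of 3.22 (3.18 to 3.26). In Cont 6 HPA they made up 0.465% and 0.123%, a ratio of 3.78 (3.74 to 3.81), and in Rom 6 HPA 0.452% and 0.133%, a ratio of 3.40 (3.36 to 3.43). The intervals of the ratios cover counting error only. Of the 3000 features used for clustering, 15 were repeat transcripts. Leaving them out gave ratios of 3.22, 3.73 and 3.38, and leaving out the nuclei with the highest doublet scores gave 3.27, 3.89 and 3.49, both chosen after seeing the data.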

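The high state held deeper nuclei in each library. Its median was 2216 UMIs per nucleus at 0 HPA, 3541 in Cont 6 HPA and 2253 in Rom 6 HPA, against 997, 1605 and 1061 in the low state. Counted per nucleus, 12.0 UMIs of the high state and 1.52 UMIs of the low state fell on repeat transcripts at 0 HPA. The values were 18.3 and 2.01 in Cont 6 HPA and 11.7 and 1.45 in Rom 6 HPA.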

We reasoned that these different transcriptional states might reflect a difference in global transcriptional output, with repetitive sequences passively reporting nascent transcription from loci distributed throughout the genome. In support of this hypothesis, we verified that transcripts reporting high levels of transcription contained repetitive elements and these elements were found to be distributed throughout the genome. We further reasoned that a global difference in transcriptional regulation may trace to chromatin modifying genes and indeed discovered many epigenetic and transcription factors whose transcription mirrored the expression of repetitive sequences (Figure 6). 

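All 16 genes named in Figure 6 were found and each had a higher CPM in the high state than in the low state in the 3 libraries. The genes of this figure were not among the features used for clustering, but their summed share decided which group was called high. The median ratio of high to low over the 16 genes was 8.04 at 0 HPA (2.66 to 16.9), 9.92 in Cont 6 HPA (2.85 to 22.8) and 8.14 in Rom 6 HPA (2.94 to 15.8), with the range over genes in brackets. *Rtf1* had the lowest ratio in each library. At 0 HPA, *Chd8* had 293 CPM (285 to 301) in the high state and 17.4 CPM (15.8 to 19.1) in the low state.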

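Nuclei of the high state were found in each library. They were 6813 nuclei or 21.6% (21.2 to 22.1) at 0 HPA, 5623 nuclei or 9.88% (9.63 to 10.1) in Cont 6 HPA and 6681 nuclei or 14.9% (14.6 to 15.3) in Rom 6 HPA. Without the nuclei with the highest doublet scores, the alternative that moved them most, the shares were 17.9%, 8.68% and 12.9%. A list of 20 cell cycle genes, of which 17 were found, was summed in both states. At 0 HPA it had 1412 CPM in the high state and 960.4 CPM in the low state, a ratio of 1.47 (1.44 to 1.50). The sums were 1249 and 801 CPM in Cont 6 HPA, a ratio of 1.56 (1.54 to 1.58), and 1127 and 783.5 CPM in Rom 6 HPA, a ratio of 1.44 (1.41 to 1.46). The genes went both ways, and single genes were looked at after the sums had been seen. In the high state 5 genes were higher and 7 lower by more than the counting error at 0 HPA, 6 and 7 in Cont 6 HPA, and 5 and 8 in Rom 6 HPA. Without the gene with the highest ratio, the ratios of the sums were 1.11, 1.12 and 1.02.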

The high and low transcriptional states were identified within 0 HPA, Cont 6 HPA, and Rom 6 HPA libraries and thus cannot be attributed exclusively to injury or romidepsin, and they do not associate with the expression of typical cell cycle marker genes. Moreover, these alternative transcription states are not explained by spatial location as broad and even expression was observed throughout the uninjured and 3 HPA tail for one of the discriminating epigenetic factors (*Brd4*: Supplementary Figure S2). Further work will be needed to determine if the high and low transcriptional states identified in this study are a general characteristic of transcription from large axolotl genes and/or the capture of nascent and steady state transcripts by snRNA-Seq.

**FIGURE 6:**
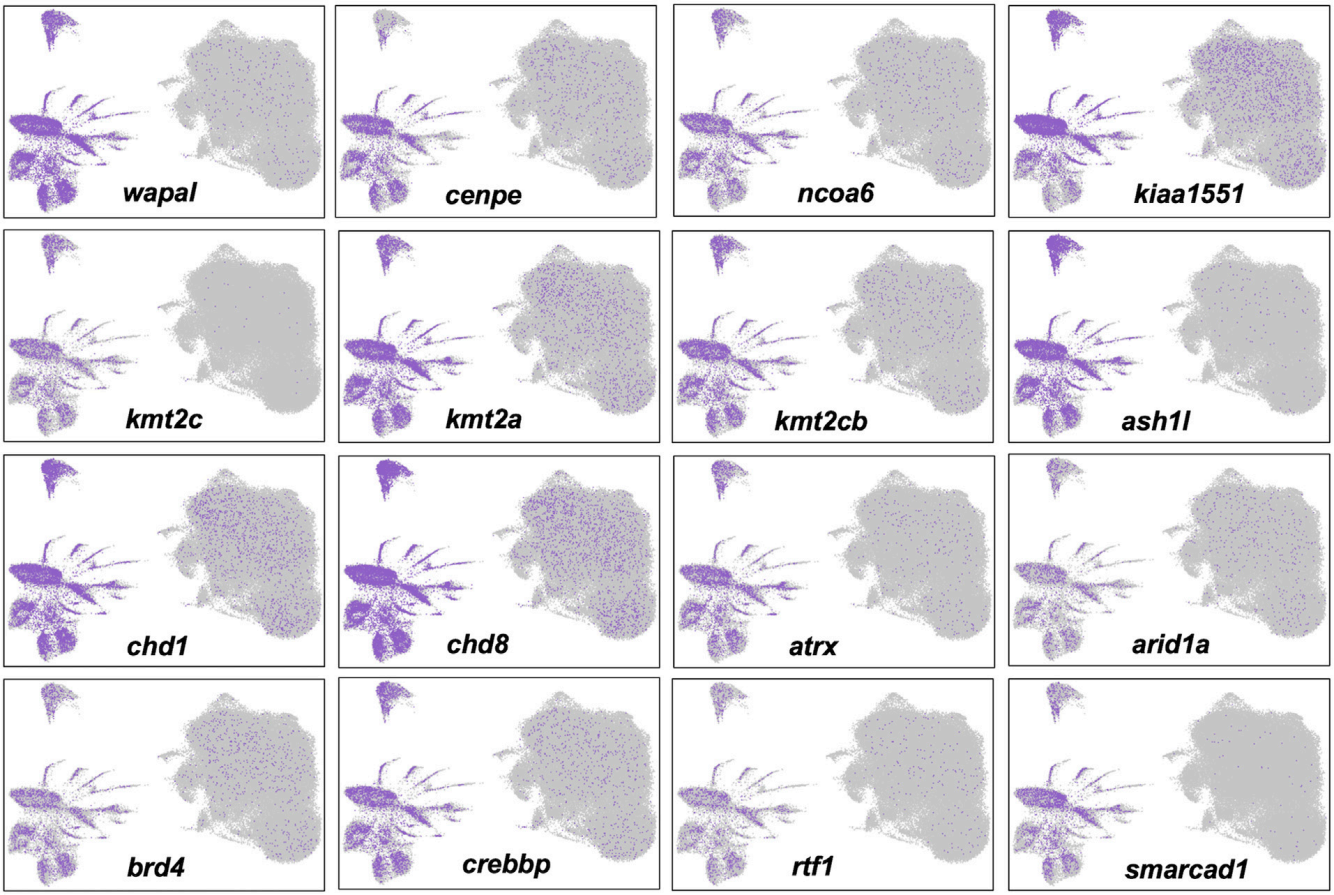
Alternative transcriptional states identified by single nuclei RNA-Seq are associated with the differential expression of epigenetic and transcription factors. Twelve genes that are known to function in histone modification, chromatin remodeling, and transcriptional regulation were more highly expressed in nuclei in the left half of the UMAP projection.

We next examined properties of cellular-level gene expression for 29 genes that were identified from the Nanostring experiment as significantly differentially expressed (*t*-test *p*-value < 0.01) at 6 HPA in response to 10 μM romidepsin, which was the concentration evaluated in the snRNA-Seq experiment. (Supplementary Table S7). The correlation of fold change was high between the platforms (r = 0.88); in other words, if a gene was expressed more highly in romidepsin treated vs. control embryos in the Nanostring experiment, fold change was also higher in Rom 6 HPA vs Cont 6 HPA (Supplementary Figure S3). Thus, gene expression for these 29 genes was similar at 10 μM romidepsin whether assayed at the tissue or nuclear level. 

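Of the 29 genes in Table S7, 28 were found by symbol in the deposited features, and *Nr4a1* was not matched. The Nanostring changes used here are the paper's log2 values, turned to romidepsin minus control. Across the 28 genes, Pearson's r between the Nanostring change and the log2 CPM ratio of Rom 6 HPA to Cont 6 HPA was 0.911, and Spearman's rho was 0.873. Genes are not independent replicates, so no p-value is given. All 28 genes, also those with few UMIs, had the same direction on both platforms. In low-state nuclei alone 26 of the 28 did, and in high-state nuclei alone 27, comparisons chosen after seeing the data. Without *Has2* and *Lep*, the genes farthest from the median Nanostring change, r was 0.885. The alternative that moved r most was the mean over nuclei of log2(1 + UMIs per 10000) in place of summed UMIs, which gave 0.590. *Eif4a3*, *Hpx* and *Rpl23a* had log2 CPM ratios of −0.07 (−0.15 to 0.01), −0.03 (−0.21 to 0.15) and −0.08 (−0.09 to −0.06), against Nanostring changes of −1.98, −2.46 and −1.93 in the paper. *Fos* had 4 UMIs in each of the 6 HPA libraries, and its log2 ratio of 0.85 (−1.58 to 3.27) has no clear direction at this depth.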

We note that almost all of these genes presented >1.5 fold changes at romidepsin concentrations lower than 10 μM in comparison to baseline (0 μM romidepsin), with genes showing both positive and inverse dose dependency of transcription (Supplementary Figure S4).

Several genes from the Nanostring experiment showed similar transcriptional responses to romidepsin. As described above, *Lep* and *Has2* response curves were sigmodal with high and low expression associated with regenerative success and failure outcomes, respectively. A correlated pattern of gene expression, detected at the tissue level, could reflect correlated changes in gene expression across a few or many cell types. To examine these possibilities, we determined the proportion of expressing cells for each library and cell type combination, again focusing on the 29 validated romidepsin-responsive genes. 

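Of the 28 genes of Table S7 that were found, 16 had a UMI in over 5% of the nuclei of at least 1 of the 14 clusters, without thinning. *Rpl23a* had the highest such share, 94.7%, and *Slc2a1* reached 26.1%. *Cited2* reached 3.23% and *Lep* 1.78% in the cluster where each was most frequent. With a threshold of 10%, the alternative that moved this number most, 8 genes passed.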

For this analysis, we conservatively required that a gene be expressed in greater than 5% of cells within at least 1 cell type; this filter eliminated 7 of the 29 genes. We then classified genes using rank ordering to show how they were expressed at the cellular level among the three snRNA-Seq libraries (Figure 7). For example, the proportion of expressing cells for a given cell type could be highest in the Rom 6 HPA library, next highest in the Cont 6 HPA library, and lowest in the 0 HPA library. This classification was most frequently observed for genes that were previously shown to be up regulated (e.g., *Cited2, Cbx4*) by 10 μM romidepsin, which was inhibitory to regeneration. Strikingly, this gene classification, or the next closest gene classification where the proportion of Rom 6 HPA cells was also highest overall (Rom 6 HPA >0 HPA > Cont 6 HPA), was observed across the majority of cell types. 

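The share of nuclei with a UMI was ranked after thinning for the 7 genes that passed the 5% filter and rose in the Nanostring experiment. The 12 clusters with at least 20 nuclei of each library were used. Rom 6 HPA had the highest share in 78 of 84 pairs of gene and cluster, or 92.9% (85.1 to 97.3). The pairs are not independent, and the interval covers counting error only. The order Rom 6 HPA > Cont 6 HPA > 0 HPA was found in 60.7% of pairs and Rom 6 HPA > 0 HPA > Cont 6 HPA in 32.1%. *G0s2*, *Spry1*, *Slc2a1* and *Ngfr* were highest in Rom 6 HPA in 12 of 12 clusters, *Smad7* in 11 and *Dll1* in 7. In the sub-clusters of the high state, chosen after seeing the data, the share of pairs was 76.9%, the largest move among the alternatives. Without thinning it was 85.7%, and with CPM in place of shares it was 90.5%.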

Alternatively, Cont 6 HPA > ROM 6 HPA > 0 HPA and Cont 6 HPA > 0 HPA > Rom 6 HPA classifications were more frequently observed for regeneration associated genes that were down regulated by 10 μM romidepsin, and again, these classifications were observed across cell types. 

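For the 9 genes that passed the filter and fell in the Nanostring experiment, Cont 6 HPA had the highest thinned share in 50 of 107 pairs of gene and cluster, or 46.7% (37.0 to 56.6). The 0 HPA library was highest in 44.9% of these pairs. Without thinning, Cont 6 HPA was highest in 91.7% of pairs, and the orders Cont 6 HPA > 0 HPA > Rom 6 HPA and Cont 6 HPA > Rom 6 HPA > 0 HPA made up 53.3% and 38.3%. After thinning these orders made up 21.7% and 24.5%. With CPM in place of shares, Cont 6 HPA was highest in 54 of 108 pairs. *Krt17* and *Has2* were highest in Cont 6 HPA in 11 of 12 clusters and *Socs1* in 10, whereas *Cyp26a1* was highest at 0 HPA in 11.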

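After thinning, the 0 HPA library was highest for the rising genes in only 5 pairs of gene and cluster, and each of these had the order 0 HPA > Rom 6 HPA > Cont 6 HPA. For the falling genes, 34 pairs had the order 0 HPA > Cont 6 HPA > Rom 6 HPA and 14 pairs had 0 HPA > Rom 6 HPA > Cont 6 HPA.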

We note that when the highest proportion of expressing cells was observed for the 0 HPA library, the classification 0 HPA > Rom 6 HPA > Cont 6 HPA was more frequent for genes up-regulated by 10 μM romidepsin while the classification 0 HPA > Cont 6 HPA > Rom 6 HPA was more frequent among genes that were down-regulated by 10 μM romidepsin. The non-random patterns observed in Figure 7 strongly suggest that key regeneration genes were not exclusively expressed by distinct cell types. Instead, transcriptional regulation appeared to be integrated across cell types by HDAC activity.

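Levels by cell type were taken in the 15 sub-clusters of the high state. *Cited2* had a higher CPM in Rom 6 HPA than in Cont 6 HPA in 12 of the 15 sub-clusters, with intervals apart in 6. *Has2* was higher in Cont 6 HPA in 15, with intervals apart in 7, and *Lep* in 14, with intervals apart in 3. The other differences rest on few UMIs or are small. Among Cont 6 HPA nuclei, *Has2* had 163 CPM (149 to 178) in an unnamed sub-cluster led by *Birc7.1*, *Thbs2*, *Has2*, *Vcan* and *Emilin2*. *Has2* was not among the features used for clustering. *Birc7.1*, *Vcan* and *Emilin2* also led the fibroblast-like sub-cluster, and 1.66% of the unnamed sub-cluster came from 0 HPA. In 21 fibroblast-like nuclei it had 154 CPM (61.9 to 317), in endothelial-like nuclei 42.4 CPM (33.8 to 52.4) and in erythrocyte-like nuclei 32.1 CPM (19.0 to 50.7). In the other named sub-clusters it had between 6.15 and 31.6 CPM. Muscle-like nuclei had 12.9 CPM (9.21 to 17.6), less than erythrocyte-like nuclei by more than the counting error, so erythrocyte-like nuclei may overstate the free RNA. *Lep* had 54.3 CPM (46.4 to 63.3) in the same unnamed sub-cluster and 12.5 CPM (5.02 to 25.7) in the erythrocyte-like one. In Rom 6 HPA nuclei of the unnamed sub-cluster the levels were 24.6 CPM (18.6 to 31.8) for *Has2* and 20.7 CPM (15.3 to 27.4) for *Lep*.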

**FIGURE 7:**
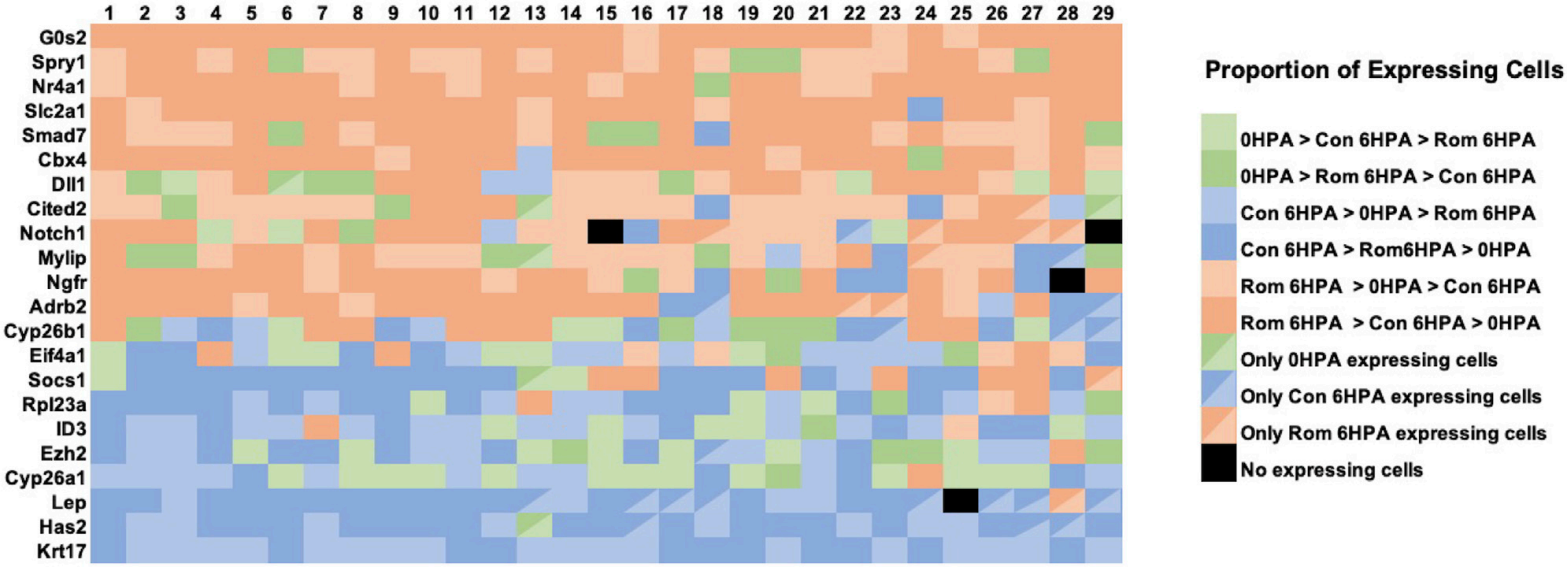
The relative proportion of cells within snRNA-Seq libraries and clusters that expressed transcripts for romidepsin-modulated genes. For each of 22 romidepsin-modified genes (see text), the proportion of expressing cells was determined for each library (Day 0, Cont 6 HPA, and Rom 6 HPA) and cluster (1-29) combination. Then, genes were classified for each cluster according to the rank ordering of expressing cells among the libraries. In the figure, sienna/tan colors indicate classifications where the highest proportion of expressing cells were observed in Rom 6 HPA, blue colors indicate classifications where the highest proportion of expressing cells were observed in Cont 6 HPA, and green colors indicate classifications where the highest proportion of expressing cells were observed in Day 0.

## Discussion

In this study we evaluated a method for detailing transcriptional changes that associate with alternative regeneration outcomes. We showed that romidepsin, a class I histone deacetylase inhibitor, provides a robust chemical tool for reproducible and dose-dependent alteration of transcriptional responses and regenerative outcome. We observed significant changes in transcription for genes at concentrations that were both permissive and inhibitory for tail regeneration, thus allowing us to identify genes that are most likely to be regulated by histone acetylation dynamics at the outset of regeneration. This approach may also help prioritize candidates for functional studies if transcriptionally modified genes are more likely to affect a successful regeneration outcome. In support of this hypothesis, we used genetic and pharmaceutical approaches to knock down *Has2* and generate data suggesting a requirement for *Has2* in axolotl embryo tail regeneration. Additional genes that we discuss below are prime targets for future functional studies. Moreover, having established the efficacy of a chemical perturbation approach, we note key findings that validate the axolotl embryo model for epigenetic studies of tail regeneration. While our discussion focuses on the effect of romidepsin on histone acetylation, we note that changes in transcription could reflect indirect effects of romidepsin (Li et al., 2020). For example, non-histone proteins that are normally de-acetylated and inactive during regeneration could potentially be activated by romidepsin to regulate transcription and cellular level processes.

Our previous microarray study, using a single high concentration (10 μM) of romidepsin, identified genes that were significantly up and down regulated during axolotl tail regeneration (Voss et al., 2019). In this study, we modeled transcriptional change in response to different concentrations of romidepsin to generate transcription response curves. Sigmodal response curves are often observed in drug studies. Typically, monotonically increasing and decreasing responses are observed as a function of drug concentration, although more complicated biphasic responses are also observed (Calabrese 2013). We observed sigmoidal and biphasic responses which provide new insights about the mechanistic basis of romidepsin-mediated transcriptional regulation during tail regeneration. Romidepsin inhibits the activity of class I HDACs that function in the acetylation of lysine residues, including non-histone proteins. Hyperacetylation of promotor and enhancer associated histones could potentially open chromatin that is typically maintained during regeneration in a structurally compacted, repressed transcriptional state (Sterner and Berger, 2000) (Figure 8). This could potentially explain sigmoidal transcription responses for genes that were upregulated by high concentrations of romidepsin, for example *Cited2*, which is strongly downregulated after tail amputation under control conditions, implicating *Cited2* as an HDAC-regulated locus (Voss et al., 2019). In a more recent experiment, we showed that *Cited2* was more strongly upregulated when embryos were co-treated with romidepsin and cobalt chloride, a chemical that induces oxidative cellular stress in axolotl embryos (Baddar et al., 2021). As a transcriptional co-activator, *Cited2* may interact with transcription factors to induce cellular stress pathways that are inhibitory to regeneration. Indeed, there is growing appreciation for the idea that cellular immune responses must be spatially and temporally regulated after injury to ensure a successful regeneration outcome (Godwin et al., 2017). The regulation of *Cited2* transcription at the time of injury may affect cells that can plastically express stress or reparative phenotypes. Our results suggest that histone acetylation factors strongly in the regulation of *Cited2,* a hypothesis that can be tested by quantifying *Cited2* histone acetylation in romidepsin treated and untreated embryos. In addition to *Cited2* and other genes that are implicated in cell cycle arrest (*G0s2*) and negative regulation of cell signaling (*Spry1, Smad7*), HDACs may also function to repress the expression of morphogenic genes during regeneration (Wang et al., 2021).

**FIGURE 8:**
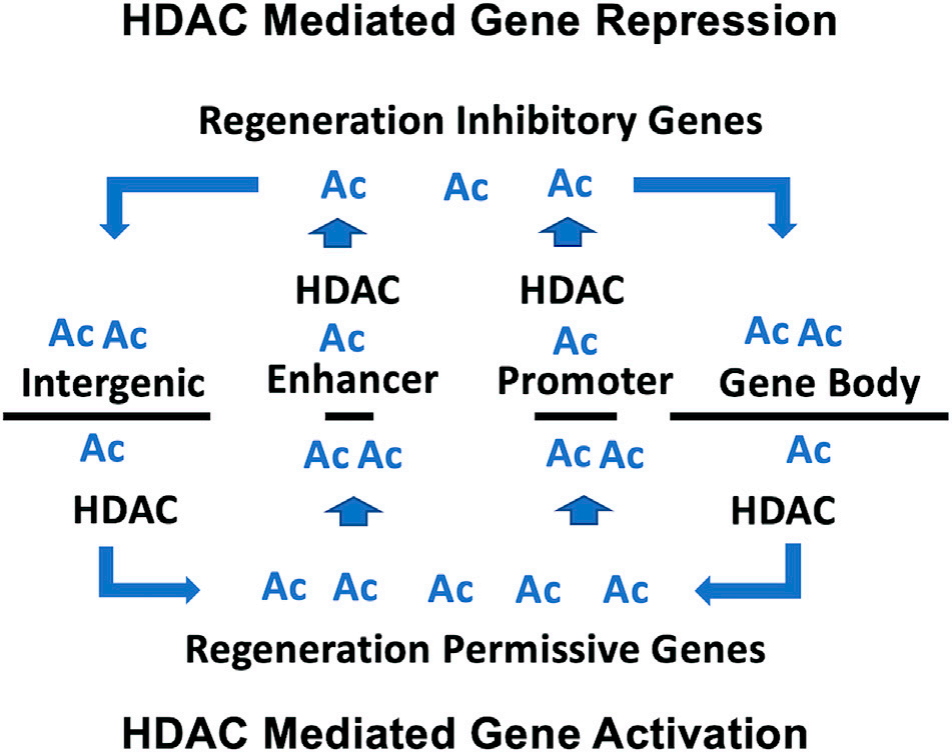
Model proposed for HDAC-mediated transcriptional regulation during tail regeneration. For HDAC mediated gene repression, HDAC activity is associated with promotor/enhancer regions to compact chromatin and prevent accessibility of transcription promoting factors. For HDAC mediated gene activation, HDAC activity is associated with intergenic regions and gene bodies, which increases the pool of acetyl lysine residues for hyperacetylation of promotor/enhancer regions and the recruitment of transcription promoting factors.

Romidepsin mediated repression of transcription may depend upon a different acetylation-associated mechanism of gene regulation. Genes that are typically upregulated during normal embryo tail regeneration are down regulated by high concentrations of romidepsin, including *Krt17, Has2* and *Lep.* Our results show that regeneration associated genes are expressed across multiple cell types, including fibroblast-like progenitor cells. For these genes, romidepsin may affect a redistribution of histone acetylation away from promoter/enhancer regions to gene bodies and intergenic regions, which in turn would redistribute epigenetic reader proteins that mediate enhancer promotor interactions and transcriptional elongation (Greer et al., 2015; Slaughter et al., 2021). Under this model, the concentration dependent effect of romidepsin on transcription would be expected to correlate with locus-specific changes in histone acetylation (Figure 8). Chip-Seq studies of histone acetylation would likely be informative using tail tissue from axolotl embryos as the genes identified at regeneration permissive and inhibitory romidepsin concentrations appear to be regulated by transcriptional mechanisms that transcend transcriptional states and cell types, at least in this regeneration model. It remains to be determined if embryo tail regeneration presents greater transcriptional plasticity than larval and adult tail regeneration. It would also be informative to use snRNA-Seq within the context of a romidepsin concentration response experiment to determine if HDAC activity can be titrated to alternatively regulate regeneration permissive vs inhibitory gene expression outcomes within and across cell types.

In summary, we dose-dependently titrated transcription and regeneration outcome using romidepsin and an axolotl tail regeneration model. Relatively high doses of romidepsin decreased the expression of regeneration associated genes and increased the expression of genes associated with regenerative failure. Using single-nuclei RNA-Seq, we showed that HDAC mediated gene regulation is a shared property of many different cell types. Our results suggest that HDAC activity plays a central and perhaps integrative role in the regulation of transcription across cell types during tissue regeneration.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus GSE183645.

## References

[B1] ArrowsmithC. H.BountraC.FishP. V.LeeK.SchapiraM. (2012). Epigenetic Protein Families: a New Frontier for Drug Discovery. Nat. Rev. Drug Discov. 11, 384–400. 10.1038/nrd3674 22498752

[B2] BaddarN. W. A. H.DwarakaV. B.PonomarevaL. V.ThorsonJ. S.VossS. R. (2021). Chemical Genetics of Regeneration: Contrasting Temporal Effects of CoCl 2 on Axolotl Tail Regeneration. Develop. Dyn. 250, 852–865. 10.1002/dvdy.294 PMC891737933410213

[B3] BenjaminiY.HochbergY. (1995). Controlling the False Discovery Rate: a Practical and Powerful Approach to Multiple Testing. J. R. Stat. Soc. Ser. B 57, 289–300.

[B4] BordzilovskayaN. P.DettlaffT. A.DuhonS. T.MalacinskiG. M. (1989). “Developmental Stage Series of Axolotl Embryos,” in The Developmental Biology of the Axolotl. Editors ArmstrongJ. B.MalacinskiG. M. (New York: Oxford University Press), 201–219.

[B5] CalabreseE. J. (2013). Biphasic Dose Responses in Biology, Toxicology and Medicine: Accounting for Their Generalizability and Quantitative Features. Environ. Pollut. 182, 452–460. 10.1016/j.envpol.2013.07.046 23992683

[B6] CamenischT. D.SpicerA. P.Brehm-GibsonT.BiesterfeldtJ.AugustineM. L.CalabroA.Jr (2000). Disruption of Hyaluronan Synthase-2 Abrogates normal Cardiac Morphogenesis and Hyaluronan-Mediated Transformation of Epithelium to Mesenchyme. J. Clin. Invest. 106, 349–360. 10.1172/jci10272 10930438PMC314332

[B7] ContrerasE. G.GaeteM.SánchezN.CarrascoH.LarraínJ. (2009). Early Requirement of Hyaluronan for Tail Regeneration inXenopustadpoles. Development 136, 2987–2996. 10.1242/dev.035501 19666825

[B9] DuerrT. J.JeonE. K.WellsK. M.VillaneuvaA.SeifertA. W.McCuskerC. D. (2021). A Constitutively Expressed Fluorescence Ubiquitin Cell Cycle Indicator (FUCCI) in Axolotls for Studying Tissue Regeneration. bioRxiv. 10.1101/2021.03.30.437716 Available at: https://www.biorxiv.org/about/FAQ PMC897709635266986

[B10] GodwinJ. W.PintoA. R.RosenthalN. A. (2017). Chasing the Recipe for a Pro-regenerative Immune System. Semin. Cel Develop. Biol. 61, 71–79. 10.1016/j.semcdb.2016.08.008 PMC533863427521522

[B11] GreerC. B.TanakaY.KimY. J.XieP.ZhangM. Q.ParkI.-H. (2015). Histone Deacetylases Positively Regulate Transcription through the Elongation Machinery. Cel Rep. 13, 1444–1455. 10.1016/j.celrep.2015.10.013 PMC493489626549458

[B13] LeighN. D.DunlapG. S.JohnsonK.MarianoR.OshiroR.WongA. Y. (2018). Transcriptomic Landscape of the Blastema Niche in Regenerating Adult Axolotl Limbs at Single-Cell Resolution. Nat. Commun. 9, 5153. 10.1038/s41467-018-07604-0 30514844PMC6279788

[B14] LiG.TianY.ZhuW.-G. (2020). The Roles of Histone Deacetylases and Their Inhibitors in Cancer Therapy. Front. Cel Dev. Biol. 8, 576946. 10.3389/fcell.2020.576946 PMC755218633117804

[B15] MiH.MuruganujanA.HuangX.EbertD.MillsC.GuoX. (2019). Protocol Update for Large-Scale Genome and Gene Function Analysis with the PANTHER Classification System (v.14.0). Nat. Protoc. 14, 703–721. 10.1038/s41596-019-0128-8 30804569PMC6519457

[B30] NarvaezC. J.GrebencD.BalinthS.WelshJ. E. (2020). Vitamin D regulation of HAS2, Hyaluronan Synthesis and Metabolism in Triple Negative Breast Cancer Cells. J. Steroid Biochem. Mol. Biol. 201, 105688. 10.1016/j.jsbmb.2020.105688 32360595PMC8432753

[B16] OuyangX.PanettaN. J.TalbottM. D.PayumoA. Y.HalluinC.LongakerM. T. (2017). Hyaluronic Acid Synthesis Is Required for Zebrafish Tail Fin Regeneration. PloS one 12, e0171898. 10.1371/journal.pone.0171898 28207787PMC5313160

[B17] PonomarevaL. V.AthippozhyA.ThorsonJ. S.VossS. R. (2015). Using *Ambystoma mexicanum* (Mexican Axolotl) Embryos, Chemical Genetics, and Microarray Analysis to Identify Signaling Pathways Associated with Tissue Regeneration. Comp. Biochem. Physiol. C Toxicol. Pharmacol. 178, 128–135. 10.1016/j.cbpc.2015.06.004 26092703PMC4662883

[B28] RodgersA. K.SmithJ. J.VossS. R. (2020). Identification of Immune and Non-Immune Cells in Regenerating Axolotl Limbs by Single-cell Sequencing. Exp. Cell Res. 394, 112149. 10.1016/j.yexcr.2020.112149 32562784PMC7483677

[B18] SchenoneM.DančíkV.WagnerB. K.ClemonsP. A. (2013). Target Identification and Mechanism of Action in Chemical Biology and Drug Discovery. Nat. Chem. Biol. 9, 232–240. 10.1038/nchembio.1199 23508189PMC5543995

[B19] SchindelinJ.Arganda-CarrerasI.FriseE.KaynigV.LongairM.PietzschT. (2012). Fiji: an Open-Source Platform for Biological-Image Analysis. Nat. Methods 9, 676–682. 10.1038/nmeth.2019 22743772PMC3855844

[B20] SlaughterM. J.ShanleE. K.KhanA.ChuaK. F.HongT.BoxerL. D. (2021). HDAC Inhibition Results in Widespread Alteration of the Histone Acetylation Landscape and BRD4 Targeting to Gene Bodies. Cel Rep. 34, 108638. 10.1016/j.celrep.2020.108638 PMC788605033472068

[B21] SternerD. E.BergerS. L. (2000). Acetylation of Histones and Transcription-Related Factors. Microbiol. Mol. Biol. Rev. 64, 435–459. 10.1128/mmbr.64.2.435-459.2000 10839822PMC98999

[B29] TrofkaA.HuangB-L.ZhuJ.HeinzW. F.MagidsonV.ShibataY. (2021). Genetic Basis for an Evolutionary Shift from Ancestral Preaxial to Postaxial Limb Polarity in Non-Urodele Vertebrates. Curr. Biol. 31, 4923-4934. 10.1016/j.cub.2021.09.010 34610275PMC8612998

[B22] UedaH.NakajimaH.HoriY.FujitaT.NishimuraM.GotoT. (1994). FR901228, a Novel Antitumor Bicyclic Depsipeptide Produced by Chromobacterium Violaceum No. 968. I. Taxonomy, Fermentation, Isolation, Physico-Chemical and Biological Properties, and Antitumor Activity. J. Antibiot. 47, 301–310. 10.7164/antibiotics.47.301 7513682

[B23] VarshneyG. K.PeiW.LaFaveM. C.IdolJ.XuL.GallardoV. (2015). High-throughput Gene Targeting and Phenotyping in Zebrafish Using CRISPR/Cas9. Genome Res. 25, 1030–1042. 10.1101/gr.186379.114 26048245PMC4484386

[B24] VossS. R.PonomarevaL. V.DwarakaV. B.PardueK. E.BaddarN. W. A. H.RodgersA. K. (2019). HDAC Regulates Transcription at the Outset of Axolotl Tail Regeneration. Sci. Rep. 9, 6751. 10.1038/s41598-019-43230-6 31043677PMC6494824

[B25] WangM. H.HsuC. L.WuC. H.ChiouL. L.TsaiY. T.LeeH. S. (2021). Timing Does Matter: Nerve-Mediated HDAC1 Paces the Temporal Expression of Morphogenic Genes during Axolotl Limb Regeneration. Front. Cel Dev. Biol. 9, 641987. 10.3389/fcell.2021.641987 PMC814351934041236

[B26] YangZ.YangC.XiaoL.LiaoX.LanA.WangX. (2011). Novel Insights into the Role of HSP90 in Cytoprotection of H2S against Chemical Hypoxia-Induced Injury in H9c2 Cardiac Myocytes. Int. J. Mol. Med. 28, 397–403. 10.3892/ijmm.2011.682 21519787

[B27] YehJ.-R. J.CrewsC. M. (2003). Chemical Genetics. Develop. Cel 5, 11–19. 10.1016/s1534-5807(03)00200-4 12852848

How the deposited data were processed for this re-analysis (not part of the article)

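The data behind the single nuclei RNA-Seq results are 3 libraries of nuclei from pooled axolotl embryo tail tips, taken at amputation (0 HPA) and at 6 HPA from untreated embryos (Cont 6 HPA) and embryos in 10 μM romidepsin (Rom 6 HPA). There is 1 library per condition. The sample labels give the later time point in days and the paper gives it in hours, and the paper's hours are used. The libraries were made with the 10x Genomics v3 chemistry. The authors mapped the reads to an axolotl transcript assembly and used Cell Ranger (version 3.0.2 in the file headers) to call nuclei and to count unique molecular identifiers (UMIs) per nucleus and transcript. The deposited values are whole-number counts without normalization, over 91648 transcript features, each listed with a symbol where it has one. Reads were not processed again. Nanostring, CRISPR and in situ experiments of the paper were not analysed here, apart from the Nanostring changes of Table S7, which are the paper's values.

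Levels of genes were computed as CPM, the UMIs of a gene scaled by the total UMIs of its library, summed over all features with the symbol. Of the genes listed before the data were examined, *Ccnb1*, *Epop*, *Nr4a1*, *Plk1* and *Rrm2* were not matched to a feature. Sums have exact Poisson 95% intervals, ratios of sums have exact conditional intervals, and shares of nuclei have exact binomial intervals. All of them cover counting error only. With 1 library per condition there was no test between conditions, and no p-value or count of changed genes was made from nuclei. Depth sets the precision: with a total of 42537606 to 105765943 UMIs per library, sums over a library are precise for all but the rarest genes, whereas single nuclei with medians of 1019 to 1623 UMIs hold few UMIs of any gene. Shares of nuclei with a UMI were therefore compared after thinning each nucleus to 950 UMIs without replacement. This number is the rounded lowest decile of UMIs in the shallowest library.

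For clustering, features seen in at least 20 nuclei were scaled to the median nucleus and taken as log2(1 + x), and the 3000 most dispersed were kept after leaving out the 79 symbols on the gene lists. The first 10 principal components, the default number of Cell Ranger, gave a graph of 15 nearest neighbours that was clustered with the Leiden method at resolution 1 and a fixed seed. No batch correction was made. Clusters were named by markers of 12 cell types fixed before the data were examined, and the scoring rule (3 markers over 2-fold and a marker among the 10 leading genes) was set after clusters had been seen. For the scores 5 CPM was added before a fold was taken. Names rebuilt in this way may differ from the paper's. Unnamed clusters were set beside clusters 1–3 of the paper by 5 genes each of Table S6. High and low transcriptional states are the 2 groups of clusters from Ward linkage, as named by the genes of Figure 6. Nuclei of the high state were clustered again with 20 components, which was chosen after the first clusters were seen. Over clusters and sub-clusters, basal epidermis-like, ciliated-like, endothelial-like, epithelial-like, erythrocyte-like, fibroblast-like, muscle-like, myeloid-like, neural-like and notochord-like nuclei were found, and no melanocyte-like or spinal cord progenitor-like cluster. After the results were seen, the clustering was repeated without repeat features and with nuclei thinned to 950 UMIs. Repeat transcripts are 740 features whose names hold a word of a fixed list of repeat names.

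Doublets were kept, since the paper names no removal. Scrublet, run per library on 3000 features, set an automatic threshold that marked 282 nuclei of 0 HPA (0.895%), 0 of Cont 6 HPA and 160 of Rom 6 HPA (0.358%). It did not work in the 6 HPA libraries, and the intended analysis without called doublets was replaced by one without the 6% of nuclei with the highest scores in each library. This replacement was chosen after seeing the data.

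Genes named in the text are those the paper names in its snRNA-Seq results, Figures 5 and 6 and Table S7, and the 5 symbols with the highest and the 5 with the lowest log2 CPM ratio of Rom 6 HPA to Cont 6 HPA. These came from the 5592 symbols with at least 1000 UMIs in both libraries together, and features without a symbol were left out. Among the highest were *Skida1* (2.52), *Metrn* (2.27), *Irf7* (2.18) and *Mylip* (2.04), and the lowest were *Has2*, *Atxn7l2* (−2.34), *Krt17* (−1.62), *Rnf223* (−1.49) and *Lep*. Results of some single genes are not reported here. Over the 5592 symbols the median log2 ratio was −0.02, and 46.0% of the ratios were positive. Under median of ratios size factors, which shift every ratio by −0.07, 34.4% were positive.

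Alternatives to the number of components, the resolution, the features used for clustering, the scaling, the features of a gene, the depth, the filter and the split into states were set before the data were examined, and the closing section gives their effect. The methods were tested on simulated data. The intervals of log2 ratios held the true value for 95.4% of 9611 simulated features, and the median error over 200 changed features was 0.03. For 2000 simulated features at different depths, the deeper library had 1.61 times the share of nuclei with a UMI without thinning and 1.08 times after it. The variance ratio used for markers was 1.00 for a single pool and 1.97 for a mixture. The work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9.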

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

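Of the tests in this part, the one on the mix of states was set before its result was seen, and those on scaling, on single preparations and on the mitochondrial share were chosen after the results were seen.

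Genes that the paper does not discuss were among the 5 symbols with the highest log2 CPM ratio of Rom 6 HPA to Cont 6 HPA. The log2 ratio was 2.52 (2.37 to 2.67) for *Skida1*, with 25.4 CPM in Rom 6 HPA, 4.43 CPM in Cont 6 HPA and 6.18 CPM at 0 HPA. It was 2.27 (2.11 to 2.44) for *Metrn*, with 19.8, 4.10 and 6.25 CPM, and 2.18 (2.00 to 2.36) for *Irf7*, with 15.6, 3.44 and 5.52 CPM. A change in the mix of low-state and high-state nuclei is argued against, since within either state the lowest log2 ratio over the 3 genes was 2.03. Scaling by total UMIs is argued against as well, since with median of ratios size factors the lowest ratio was 2.11. An effect of romidepsin and a difference between the 2 library preparations cannot be told apart, because there was 1 library per condition. The difference in treatment stays open as an explanation and was not tested by these data.

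Mitochondrial transcripts, which the paper does not report on, took 15.0% of UMIs at 0 HPA, 19.8% in Cont 6 HPA and 19.0% in Rom 6 HPA, although the libraries were made from nuclei. They come from 7 features, and *mt-Nd1* alone took 12.9%, 17.3% and 16.6%. A candidate explanation is free cytoplasmic RNA in the droplets. In a test of it, low-state nuclei had 1.72, 1.39 and 1.18 times the mitochondrial share of high-state nuclei at 0 HPA, Cont 6 HPA and Rom 6 HPA, so the lowest ratio, 1.18, was still above 1. This is what free RNA needs as a part of the source. Whether it is the only source was tested by the highest mitochondrial share in a sub-cluster of the high state over the highest in a low-state cluster, which free RNA alone would keep at or below 1. It was 1.02 at 0 HPA, 1.45 in Cont 6 HPA and 1.41 in Rom 6 HPA, each in the same ciliated-like sub-cluster (18.9%, 32.7% and 34.9%). In the 6 HPA libraries this sub-cluster exceeds every low-state cluster by more than the counting error. The highest low-state shares were 22.5% (22.3 to 22.6) in Cont 6 HPA and 24.8% (24.6 to 25.0) in Rom 6 HPA. This argues against free RNA as the only source in nuclei of this sub-cluster in the 6 HPA libraries. At 0 HPA, with 32 nuclei, the intervals overlap (18.59 to 19.17 and 18.40 to 18.62), so the test did not decide there. The other sub-clusters tested lie below the highest low-state cluster, so for their nuclei it did not decide either. Mitochondria attached to nuclei were not tested and stay open. No biological explanation was tested.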

How the results depend on the processing

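Alternatives that leave out the nuclei with the highest doublet scores, that leave repeat features out of the clustering, that thin nuclei before clustering, that leave out some cell cycle genes, that use only clusters or nuclei of 1 state, that use the sub-clusters of the high state, or that require clusters of at least 100 nuclei for the 5% filter were chosen after seeing the data, and the rest were set beforehand. No paired analysis was possible because there is 1 library per condition. In all, 140 values were computed under alternatives. No log2 ratio or correlation changed its sign, the cell cycle ratio fell below 1 under 1 alternative, 83 values stayed within the counting error or within 1.5 times a count, and 57 moved by more. Except where stated, the cause was not tested. The intended restriction to nuclei with at least 500 UMIs gave no values, because 0 nuclei have fewer, and the one without called doublets was not run because the caller did not work in the 6 HPA libraries.

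For the log2 CPM ratios of *Cited2*, *Smad7*, *Spry1*, *G0s2*, *Lep* and *Has2*, the sign held under median of ratios size factors, with only the most abundant feature and without the nuclei with the highest doublet scores. Only *G0s2* moved by more than the counting error, to 1.56 under median of ratios size factors, which by construction add the same amount to each ratio.

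The shares of the libraries in the cluster groups moved under each alternative. In what follows they are given as the Rom 6 HPA share of the cluster 1 group, the Cont 6 HPA share of the cluster 2 group and the 0 HPA share of the cluster 3 group, where they moved. With 30 components they were 66.1%, 70.8% and 86.5%. A resolution of 2 gave 23 clusters and shares of 90.7% and 77.4% for the first pair. A resolution of 0.5 gave 9 clusters and shares of 75.1%, 78.2% and 92.3%. With the named genes kept among the features, the first pair became 85.0% and 74.9%. Without features differing over 1.5-fold between libraries there were 9 clusters and shares of 79.3%, 65.0% and 73.9%. Without the nuclei with the highest doublet scores the shares were 88.1%, 71.7% and 94.2%. Without repeat features they were 87.7%, 69.9% and 93.0%, and with nuclei thinned before clustering 60.4%, 83.9% and 60.0%. With only clusters of the low state, which by construction leaves 1 cluster out of the cluster 2 group, its Cont 6 HPA share was 85.5%. The named library gave the most nuclei of its group under each of these alternatives.

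A 2-means split of the nuclei gave high-state shares of 20.3% at 0 HPA, 9.38% in Cont 6 HPA and 14.0% in Rom 6 HPA. Without the nuclei with the highest doublet scores these shares were 17.9%, 8.68% and 12.9%. Of the low state 4.99% and of the high state 12.0% were among the highest scores, so that leaving them out lowers the high-state share. In the same order of libraries, the repeat transcript ratios were then 3.27, 3.89 and 3.49. The cell cycle ratio became 1.59 in Cont 6 HPA and 1.47 in Rom 6 HPA, and moved by less than the counting error at 0 HPA. Without repeat features in the clustering, the high-state shares were 10.5% in Cont 6 HPA and 15.4% in Rom 6 HPA and the repeat transcript ratio in Cont 6 HPA was 3.73, and the other values stayed. With nuclei thinned before clustering, the high-state shares were 23.6% at 0 HPA and 14.3% in Rom 6 HPA, and the ratios stayed. The cell cycle ratios depend on the genes summed. Without the 2 genes with the most UMIs over the 3 libraries they were 1.69, 1.89 and 1.77. Without the 2 with the most UMIs in each library they were 0.946, 1.89 and 0.886, so that the direction changed at 0 HPA and in Rom 6 HPA. Without the gene with the highest ratio (7.48, 10.0 and 7.66) they were 1.11, 1.12 and 1.02. All 16 genes of Figure 6 were higher in the high state under the alternatives for the states.

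The correlation with the Nanostring changes was between 0.885 and 0.921 under the alternatives other than the mean over nuclei of log2(1 + UMIs per 10000), where it was 0.590. All genes kept the direction of the Nanostring change, except that in low-state nuclei alone 26 of 28 did and in high-state nuclei alone 27 of 28. Median of ratios size factors cannot move a correlation, since they add a constant. A threshold of 10% left 8 genes of Table S7, fewer by construction, while the other alternatives left 16 to 23.

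Up-regulated genes were highest in Rom 6 HPA in 76.9% of pairs in the sub-clusters of the high state, and in 100% of pairs (63 of 63) without features differing over 1.5-fold between libraries. Down-regulated genes were highest in Cont 6 HPA in 91.7% of pairs without thinning, where Cont 6 HPA nuclei have more UMIs, against 40.8% to 50.0% under the alternatives that kept thinning or used CPM. With a resolution of 0.5, 0 HPA was the highest library in more pairs (49.3%) than Cont 6 HPA (40.8%), and so it was without features differing over 1.5-fold (49.4% and 45.7%).

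Depth limits the shares of nuclei. The lowest UMI total of a nucleus was 938 at 0 HPA, and thinning to the median of that library (1019 UMIs) in place of 950 left out 15692 of its nuclei, 121 of Cont 6 HPA and 10314 of Rom 6 HPA. *Fos*, *Bcor* and *Sox8* had so few UMIs that their direction or size is uncertain, with log2 ratios of 0.85 (−1.58 to 3.27), 1.72 (0.16 to 3.44) and 0.91 (−0.02 to 1.85).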

Differences from the paper's values

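All comparisons in this part that rest on clustering without repeat features, on nuclei thinned before clustering, on sub-clusters of the high state, on clusters of at least 100 nuclei or on the nuclei with the highest doublet scores were chosen after seeing the values, and the other settings were set before the data were examined.

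The paper reports 29 clusters, and 14 were found here. Among the alternatives set before the data were examined, a resolution of 2 gave 23 clusters, which is within 1.5 times the paper's number. The others did not come that close: 30 components gave 10, a resolution of 0.5 gave 9, keeping the named genes gave 14, and leaving out features differing over 1.5-fold between libraries gave 9. Without the nuclei with the highest doublet scores there were 13, without repeat features 12, and with nuclei thinned before clustering 14.

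The paper's 5% filter removed 7 of the 29 genes, and here 13 of 29 did not pass, *Nr4a1* among them because it was not matched. Of the alternatives set before the data were examined, a threshold of 2% left 6 genes out, which is within 1.5 times the paper's number. A threshold of 10% left 21 out, and resolutions of 2 and 0.5 and the use of only the most abundant feature left 13 out, so these did not close the gap. In the sub-clusters of the high state, chosen after seeing the values, 8 genes did not pass at 5%. Without the nuclei with the highest doublet scores, and with clusters of at least 100 nuclei, 13 did not pass.

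Figure 7 of the paper shows 22 genes, of which 21 were found and 16 passed here. *Cited2*, *Notch1*, *Mylip* and *Lep* are in that figure and did not pass at 5%, with highest shares of 3.23%, 3.72%, 2.95% and 1.78% in a cluster. *Cited2*, *Notch1* and *Mylip* passed at 2%. In sub-clusters of the high state, chosen after seeing the values, *Cited2* (5.07%), *Notch1* (8.02%), *Mylip* (5.67%) and *Lep* (6.22%) passed at 5%. The figure labels a row as *Eif4a1*, and Table S7 lists *Eif4a3*, which was used here.

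The paper's text gives 56,936 nuclei for Rom 6 HPA and 44,735 for Cont 6 HPA. The matrix labelled Cont 6 HPA held 56936 nuclei and the one labelled Rom 6 HPA held 44735.

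The paper states that the high and low states do not go along with the expression of cell cycle markers. Summed over 17 cell cycle genes, the high state had 1.47 times the CPM of the low state at 0 HPA, 1.56 times in Cont 6 HPA and 1.44 times in Rom 6 HPA. The sums do not show a common change, because the genes went both ways. By more than the counting error, 5, 6 and 5 genes were higher and 7, 7 and 8 lower in the high state, a comparison chosen after seeing the values. Without the gene with the highest ratio, also chosen after seeing the values, the ratios of the sums were 1.11, 1.12 and 1.02. Without the 2 genes with the most UMIs in each library, likewise chosen, they were 0.946, 1.89 and 0.886. The sum thus depends on single genes, while many single genes differ between the states in either direction.

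The legend of Figure 6 counts 12 genes. The figure itself shows 16, and all 16 were used here.

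The paper names spinal cord cells among its cell types. No cluster or sub-cluster here met the rule for that name, and names rebuilt from a fixed list of markers need not match the paper's.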

Other observations

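In this part, the tests of a library-wide shift and of ribosomal protein transcripts were set before their results were seen. The tests of free RNA by marker variance, of distinct cell types, of doublets, of depth, of mitochondrial dilution and of exchanged labels were chosen after the results they bear on were seen.

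Numbers of high-state nuclei were alike in the libraries, with 6813 at 0 HPA, 5623 in Cont 6 HPA and 6681 in Rom 6 HPA. Numbers of low-state nuclei were not, with 24709, 51313 and 38054. The low state also had a narrow range of depth, with lowest and highest deciles of 948 and 1104 UMIs at 0 HPA, 1440 and 1803 in Cont 6 HPA and 988 and 1194 in Rom 6 HPA.

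Low-state clusters of 113707 nuclei carried no cell type name. Doublets are argued against, since 4.99% of low-state nuclei were among the highest doublet scores against 12.0% of high-state nuclei, and low-state nuclei held fewer UMIs. A candidate explanation is that droplets of the low state hold free RNA from many cells and no intact nucleus. In that case cell type markers would vary among them as in draws from a single pool. At 950 UMIs per nucleus, the median excess of the marker variance over such draws was 0.0940, 0.0834 and 0.143 times that of the high state at 0 HPA, Cont 6 HPA and Rom 6 HPA. The values needed for a single pool were under 0.1 and the largest was 0.143, so this test did not decide. In Rom 6 HPA the higher value goes with a lower excess in the high state (0.143, against 0.297 at 0 HPA and 0.273 in Cont 6 HPA), while the excess in the low state was 0.0280, 0.0228 and 0.0204. Without thinning the values were 0.0323, 0.0327 and 0.0404, but there the states differ in depth. Another candidate explanation is that the low state holds nuclei of distinct cell types with a lower output. The squared coefficient of variation of marker shares in the low state was at most 0.158 times that of the high state, but free RNA would lower it for intact nuclei too. The explanations cannot be told apart with these matrices, which hold only the barcodes called as nuclei, so that no empty droplets could be compared.

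The 6 HPA libraries fell into different low-state clusters. Depth per nucleus was tested by clustering again after each nucleus was thinned to 950 UMIs. Of the share of the named library above its share of all nuclei, 0.555 was kept in the cluster 1 group, 1.21 in the cluster 2 group and 0.531 in the cluster 3 group. Seen from the libraries, Cont 6 HPA nuclei in the cluster 2 group fell from 82.7% to 47.2%. Of the share of the named library's nuclei in its group above that of all nuclei, 0.715, 0.626 and 0.986 was kept in the same order of groups. Depth as the whole cause is argued against, since at least 0.531 was kept in either view, but depth may account for a part of the separation in each group. If clusters 1 and 2 were states that nuclei of either library could enter, nuclei of both libraries within a cluster group would have like levels of the genes left out of the clustering. Over 15 pairs of gene and group (8 genes), a median share of 1.03 of the log2 ratio between the libraries was kept within the group (quartiles 0.910 and 1.07). This is consistent with a shift of the whole library in place of a change in the number of nuclei per state. Whether such a shift comes from romidepsin acting on all nuclei, from free RNA of each library or from its preparation is not settled by 1 library per condition.

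Repeat transcripts took a larger share of UMIs in the high state. Dilution of the low state by mitochondrial RNA is argued against, since without mitochondrial features the lowest ratio over the libraries was still 2.95. Dilution by other free cytoplasmic RNA may contribute. Transcripts of ribosomal proteins, which are abundant in cytoplasm, took 1.63, 1.81 and 1.77 times the share in the low state at 0 HPA, Cont 6 HPA and Rom 6 HPA, as that explanation needs. A difference in nuclear output between cells, which the paper proposes, stays open beside it and was not tested.

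The numbers of nuclei that the paper gives for the 6 HPA libraries are interchanged relative to the matrices. An exchange of the labels of the 2 matrices is argued against, since 28 of the 28 genes of Table S7 that were found changed in the direction of the Nanostring experiment, and 26 of them did in low-state nuclei alone.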
